# The role of GCNT1 mediated *O*-glycosylation in aggressive prostate cancer

**DOI:** 10.1038/s41598-023-43019-8

**Published:** 2023-10-09

**Authors:** Kirsty Hodgson, Margarita Orozco-Moreno, Emma Scott, Rebecca Garnham, Karen Livermore, Huw Thomas, Yuhan Zhou, Jiepei He, Abel Bermudez, Fernando Jose Garcia Marques, Kayla Bastian, Gerald Hysenaj, Emily Archer Goode, Rakesh Heer, Sharon Pitteri, Ning Wang, David J. Elliott, Jennifer Munkley

**Keywords:** Prostate cancer, Cancer models

## Abstract

Prostate cancer is the most common cancer in men and a major cause of cancer related deaths worldwide. Nearly all affected men develop resistance to current therapies and there is an urgent need to develop new treatments for advanced disease. Aberrant glycosylation is a common feature of cancer cells implicated in all of the hallmarks of cancer. A major driver of aberrant glycosylation in cancer is the altered expression of glycosylation enzymes. Here, we show that GCNT1, an enzyme that plays an essential role in the formation of core 2 branched *O*-glycans and is crucial to the final definition of *O*-glycan structure, is upregulated in aggressive prostate cancer. Using in vitro and in vivo models, we show GCNT1 promotes the growth of prostate tumours and can modify the glycome of prostate cancer cells, including upregulation of core 2 *O*-glycans and modifying the *O*-glycosylation of secreted glycoproteins. Furthermore, using RNA sequencing, we find upregulation of GCNT1 in prostate cancer cells can alter oncogenic gene expression pathways important in tumour growth and metastasis. Our study highlights the important role of aberrant *O*-glycosylation in prostate cancer progression and provides novel insights regarding the mechanisms involved.

## Introduction

Prostate cancer is a major cause of male cancer-related deaths around the world^1^. The progression of prostate cancer is driven by the androgen receptor (AR) and first line treatments for advanced prostate cancer include AR-targeted therapies^2^. However, in a significant number of cases, tumours progress to an aggressive state for which AR-targeted therapies become ineffective, known as metastatic castrate resistant prostate cancer (mCRPC)^3–5^. Several second-generation agents targeting AR signalling, including enzalutamide^6^, abiraterone^7^, and darolutamide^8^, can be used to treat mCRPC, but nearly all affected men will also develop resistance to these agents^3–5^ and there is an urgent need to discover new ways to treat prostate cancer.

Glycosylation is the most common, complex, and dynamic post-translational modification of lipids and proteins and is essential for every biological process^9^. Aberrant glycosylation is an established hallmark of cancer cells^10,11^ and glycans hold huge potential for cancer research. In prostate cancer, glycan alterations are common and typically include increased tumour sialylation, truncated *O*-glycans, increased core fucosylation, and changes to PSA glycosylation^12,13^. A key driver of aberrant glycosylation in cancer is the dysregulated expression of glycosyltransferase enzymes^14^. We previously revealed glycosylation is an androgen regulated process in prostate cancer cells and identified a set of glycosylation enzymes that are upregulated in clinical prostate tumour tissue^15,16^. In this study, we focus on GCNT1 (also known as C2GNT1), a glycosyltransferase enzyme that plays an essential role in the formation of core 2 branched *O*-glycans, an early step in *O*-glycan synthesis that promotes chain branching and elongation and is crucial to the final definition of *O*-glycan structure^17–19^.

Aberrant expression of GCNT1 has been related to aggressive disease in different types of cancers, including breast cancer^20^, prostate cancer^12,15,16,21–23^, chronic lymphocytic leukaemia (CLL)^24^, endometrial cancer^25^, colon cancer^26^, testicular germ cell cancer^27^ and bladder cancer^28^. In prostate cancer, GCNT1 is upregulated at both the gene and protein level^12,16,21–23^, and has been linked to recurrence after surgery^23^ and the spread of cancer cells outside of the prostate gland^21^. Findings show that upregulation of GCNT1 enhances the growth of orthotopic prostate tumours^29^, correlates with higher levels of core 2 *O*-SLe^X^ on PSA, PAP, and MUC1 proteins^22^, and can promote resistance to NK cell immunity^30^. However, the impact of GCNT1 on the global glycosylation of prostate cancer cells and the molecular mechanisms underlying the role GCNT1 in prostate cancer are largely unknown.

Here, we analyse four independent cohorts of patient RNA samples and further confirm upregulation of *GCNT1* gene expression in aggressive prostate cancer. Our findings reveal GCNT1 can alter the glycome of prostate cancer cells, specifically by upregulating the expression of core 2 *O*-glycan structures (including the cancer-associated glycan SLe^X^) and modifying the *O*-glycosylation of secreted glycoproteins. Using both in vitro and in vivo studies, we show that GCNT1 promotes the growth of prostate tumours and regulates oncogenic gene expression pathways that are important for disease progression. Our study highlights the role of GCNT1 in aggressive prostate cancer and provides novel insights into the role of aberrant glycosylation in disease pathology.

## Results

### *GCNT1* gene expression levels are upregulated in aggressive prostate cancer tissue

The glycosyltransferase GCNT1 has been previously identified as upregulated in prostate cancer and correlates with aggressive disease at both the gene and protein level^12,15,16,21–23^. Here, we monitor *GCNT1* gene expression in four additional prostate cancer clinical cohorts. Analysis of RNA sequencing data from The Cancer Genome Atlas Prostate Adenocarcinoma (TCGA PRAD) cohort^31,32^ reveals *GCNT1* gene expression levels are 2.3-fold higher in prostate tumours relative to normal prostate tissue (n = 544, p = 0.021) (Fig. 1A). Using quantitative PCR, we further show the *GCNT1* gene is 1.8-fold upregulated in prostate cancer tissue relative to benign prostate hyperplasia in an additional patient cohort (n = 20, p = 0.0248) (Fig. 1B). Next, we monitored *GCNT1* gene levels in a molecular subgroup of prostate cancer patients with metastatic potential at presentation (previously published by^33,34^). Within this dataset, *GCNT1* is 2.6-fold upregulated in the ‘metastatic subgroup’ compared to the ‘non-metastatic’ sub-group, suggesting upregulation of the *GCNT1* gene in primary prostate cancer patients presenting with metastatic biology (n = 20, p = 0.0494) (Fig. 1C). Furthermore, *GCNT1* gene levels are 7.5-fold higher in metastatic CRPC compared to hormone naïve disease (n = 20, p = 0.0481) (Fig. 1D). Our findings confirm upregulation of *GCNT1* gene levels in prostate cancer tissue compared to normal or benign prostate tissue, and suggest *GCNT1* may be upregulated in patients with increased risk of metastasis and those developing relapse to castrate resistant disease. Next, we analysed *GCNT1* gene expression in primary prostate cancer tissue samples from the TCGA PRAD clinical cohort (n = 493), and identified tumours with high (n = 124) and low (n = 123) *GCNT1* expression^31,35,36^. Fast gene set enrichment analysis (fgsea)^37^ of genes differentially expressed by tumours with high *GCNT1* expression vs low *GCNT1* expression identified significant enrichment of 8 hallmark pathways in tumours with high *GCNT1* expression (FDR q value < 0.05) (Fig. 1E). Of particular interest, when *GCNT1* is highly expressed in primary prostate cancer tissue there is significant enrichment of the hallmark pathway ‘G2M checkpoint’, which is associated with the trajectory of prostate cancer progression^38^ (NES 1.94, FDR q value 1.6e−02) (Fig. 1F).

**Figure 1:**
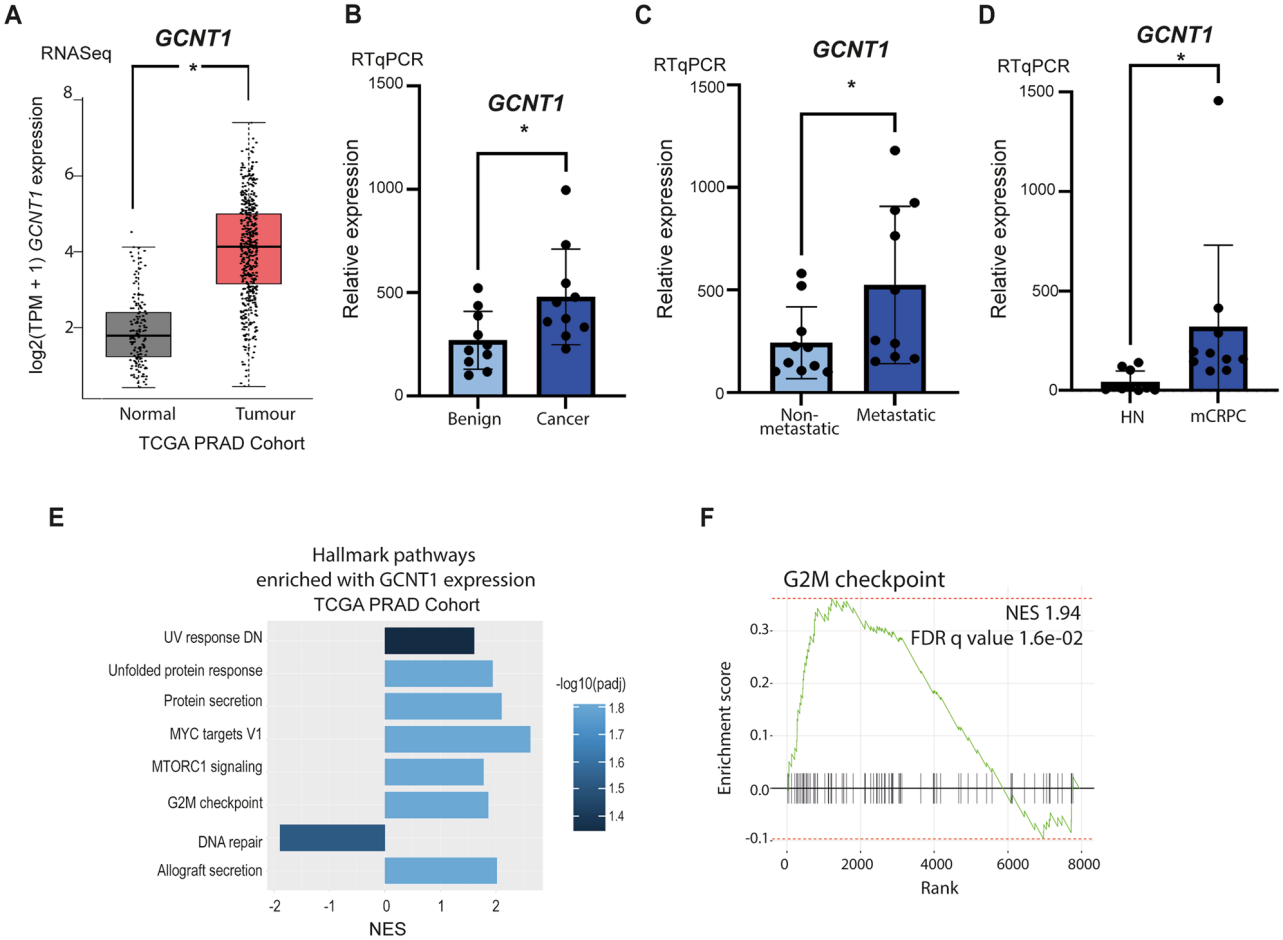
GCNT1 is upregulated in aggressive prostate cancer tissue. Analysis of *GCNT1* gene levels in clinical prostate tissue. (**A**) *GCNT1* mRNA levels in the TCGA PRAD cohort^31^ are significantly higher in prostate cancer tissue relative to normal prostate tissue (n = 544, p = 0.021). (**B**) Real-time PCR analysis of *GCNT1* in RNA samples extracted from FFPE prostate tissue. *GCNT1* is significantly upregulated in cancer relative to benign tissue (n = 20, unpaired t test, p = 0.0248). (**C**) Analysis of *GCNT1* mRNA levels in samples from the Walker et al.^33^ cohort. *GCNT1* is significantly upregulated in patients presenting with a ‘metastatic’ phenotype relative to patients with a ‘non-metastatic’ phenotype (n = 20, unpaired t test, p = 0.0494). (**D**) Real-time PCR analysis of *GCNT1* mRNA in hormone naïve prostate cancer and mCRPC tissue samples. *GCNT1* is significantly upregulated in mCRPC tissue samples relative to hormone naïve prostate cancer (n = 20, unpaired t test, p = 0.0481). (**E,F**) In the TCGA PRAD cohort (n = 493)^31^, *GCNT1* mRNA levels correlate with 8 hallmark response pathways, including ‘G2M checkpoint’ (NES 1.94, FDR q value 1.6e−02).

### Upregulation of GCNT1 modifies the prostate cancer glycome

GCNT1 catalyses the formation of core 2 branched *O*-glycan structures on polypeptides^19^ (Fig. 2A). In prostate cancer, GCNT1 has previously been linked to higher levels of core 2 *O*-linked Sialyl Lewis X (sLeX) on PSA, PAP, and MUC1 proteins^22^, however how GCNT1 impacts global glycosylation in prostate cancer cells has not been previously studied. To test if upregulation of GCNT1 alters the cell surface glycosylation of prostate cancer cells, we monitored the recognition by lectins and glycan-binding antibodies in PC3 prostate cancer cells overexpressing GCNT1 (PC3 cells were chosen for these experiments as they have low levels of endogenous GCNT1 expression, Supplementary Fig. 1). Consistent with increased levels of core 2 branched *O*-glycans, lectin immunofluorescence revealed overexpression of GCNT1 correlates with enhanced binding of LEA lectin (which binds GlcNAc oligomers, polyLacNAc, and/or chitin) and RCA_120_ lectin (which predominantly recognises terminal type 2 LacNAc)^39,40^. However, in line with previous studies^19^ in addition to detecting changes to core 2 *O*-glycans, we also observed additional changes in the repertoire of glycans detected in GCNT1 overexpressing cells. GCNT1 overexpression also correlated with decreased binding of WGA lectin (which recognises terminal GlcNAc), and decreased binding of ConA lectin (which recognises mannose terminated and biantennary structures respectively)^40^ (Fig. 2B and Supplementary Fig. 2). The formation of the core 2 branch is critical for the biosynthesis of sLe^X^ in *O*-glycans. To monitor expression of the sLe^X^ structure, we used a specific glycan binding antibody^41^ to assess prostate cancer cells overexpressing GCNT1^42^. Our findings suggest increased GCNT1 expression correlates with upregulation of the cancer-associated sLe^X^ glycan on the cell surface, which is a functional ligand for Selectins^43–45^ (Fig. 2C and Supplementary Fig. 2). Next, we analysed the *O*-glycoproteome in secretomes of DU145 prostate cancer cells with upregulated GCNT1 using mass spectrometry. This identified 60 glycopeptides as potential substrates for GCNT1 in prostate cancer cells, including a potential increase in core 2 *O*-glycan structures on PSAP and MUC16 (Fig. 2D). Together, these experiments suggest that GCNT1 may impact the phenotype of prostate cancer cells by modifying both cell surface glycosylation and the *O*-glycosylation of proteins secreted by prostate cancer cells.

**Figure 2:**
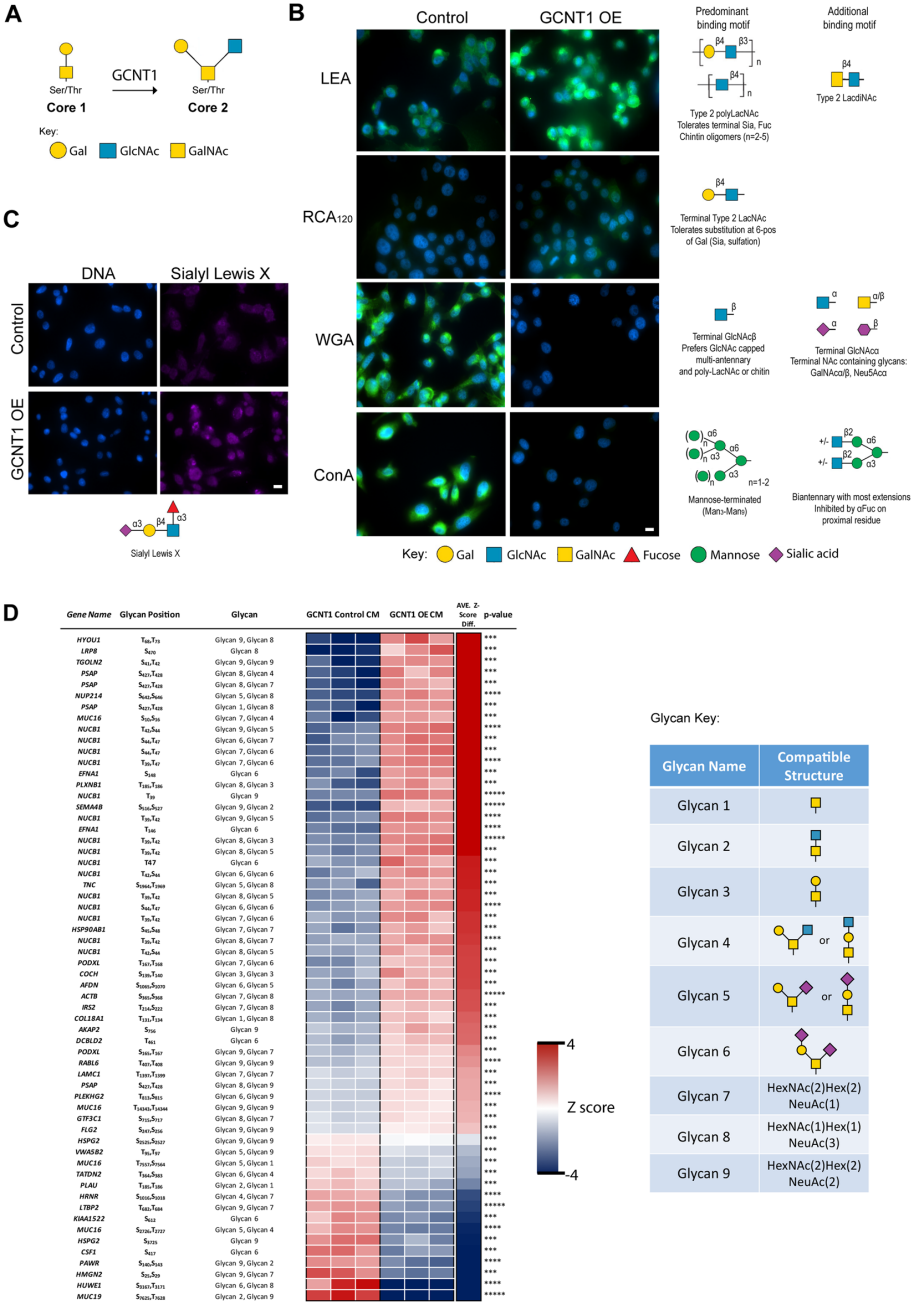
GCNT1 modifies the prostate cancer glycome. (**A**) GCNT1 is a key enzyme for the formation of core 2 linked *O*-glycans. In *O*-glycan synthesis GalNAc is transferred to Ser and Thr residues in the polypeptide, which can then be further extended with various carbohydrates. Four common *O*-glycan structures are expressed in mammalian tissues, core 1 through core 4. GCNT1 adds GlcNAc to GalNAc to form the core 2 branch. The core 2 branch is a scaffold for the production of lactosamine disaccharide repeats (specifically poly-*N*-acetyllactosamine) on *O*-glycans. (**B**) Lectin immunofluorescence shows PC3 cells with upregulated GCNT1 have increased levels of core 2 branched *O*-glycans (detected by enhanced binding of LEA and RCA_120_ lectins^39,40^), reduced levels of mannose terminated and biantennary structures respectively (detected using ConA lectin^40^) and reduced levels of terminal GlcNAc (detected using WGA lectin^40^). (**C**) Detection of SLe^X^ in PC3 cells using a glycan specific binding antibody^41^ indicates upregulation of GCNT1 promotes increased expression of the SLe^X^ antigen in prostate cancer cells. (**D**) Glycoproteomics to map GCNT1 glycosylation sites on specific proteins in DU145 prostate cancer cells with upregulated GCNT1 identified 60 glycopeptides as statistically significant (p < 0.001) specific substrates of GCNT1. Putative glycan structures in this figure were created using the DrawGlycan-SNFG tool^85^.

### GCNT1 promotes prostate tumour growth in vivo

We next investigated the impact of GCNT1 expression on the biology of prostate cancer cells using both in vitro and in vivo assays. Our in vitro studies show knockdown of GCNT1 suppresses prostate cancer cell proliferation and colony formation, whereas overexpression of GCNT1 had the opposite effect (Supplementary Fig. 3). Consistent with this, knockdown of GCNT1 using sub-cutaneous in vivo mouse models significantly reduces the growth of CWR22RV1 tumours (Fig. 3A), whereas overexpression of GCNT1 significantly increases the growth of PC3 tumours (Fig. 3B). These findings are consistent with previous studies showing that upregulation of GCNT1 enhances the growth of orthotopic LNCaP tumours^29^. The effect of GCNT1 levels on prostate cancer cell adhesion was also investigated using cell adhesion assays. The results show that knockdown of GCNT1 in CWR22RV1 cells significantly decreased cell adhesion to both collagen and fibronectin coated plates, whereas overexpression of GCNT1 in PC3 cells significantly increased cell adhesion (Fig. 3C).

**Figure 3:**
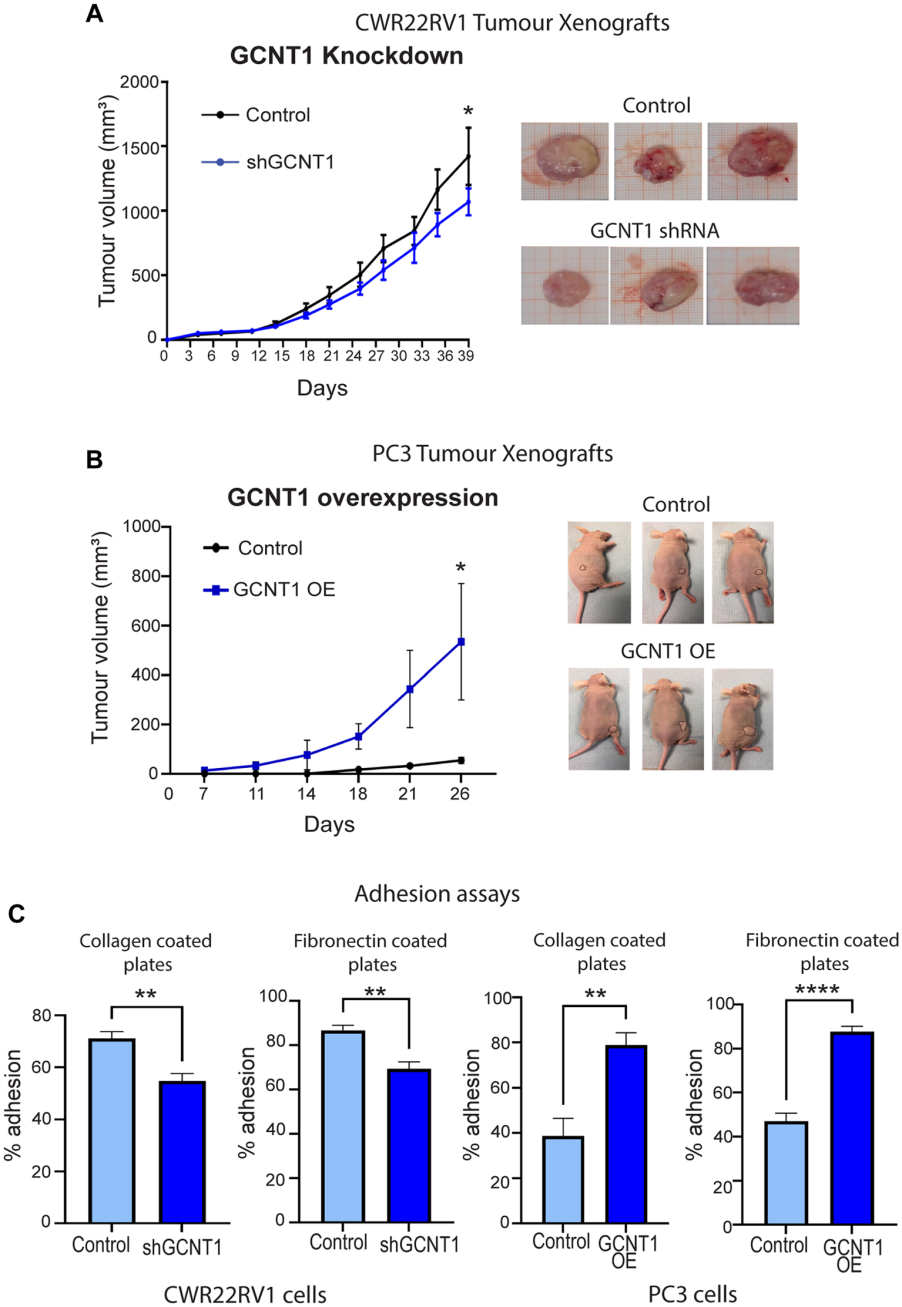
GCNT1 promotes prostate tumour growth in vivo. (**A**) Knockdown of GCNT1 using shRNA significantly reduces the growth of CWR22RV1 tumours xenografts in a subcutaneous xenograft model. (**B**) Upregulation of GCNT1 in PC3 cells significantly increases the growth of subcutaneous xenograft tumours. (**C**) Knockdown of GCNT1 significantly reduces the adhesion of CWR22RV1 cells to collagen and fibronectin coated plates, whereas overexpression of GCNT1 in PC3 cells has the opposite effect.

### Upregulation of GCNT1 alters oncogenic signalling pathways in prostate cancer cells

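PC3 is an established human prostate cancer cell line derived from a bone metastasis. RNA was taken from 3 PC3 lines stably transduced with lentiviral particles carrying GCNT1 and from 3 lines transduced with negative-control particles, and each RNA gave 1 stranded mRNA library. The paper gives single reads of 75 bp. The authors trimmed the reads with Cutadapt, mapped them to hg38 with HISAT2, counted them on genes with featureCounts and deposited the raw read counts per gene. The deposited counts summed to 12755888, 12717300 and 12125672 in control libraries 1 to 3 and to 11392213, 13411484 and 13825704 in GCNT1 overexpressing libraries 1 to 3, and these totals are the depth used here. The counts covered 12703 genes by Entrez identifier, of which 12661 were matched to a gene symbol. Every gene had at least 1.01 CPM, the counts scaled by library size, in its 3 highest libraries. The counts were scaled with edgeR's TMM factors and compared between the 2 groups with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, without a replicate block. The p values rest on the spread between the libraries of a group. The paper's text does not state whether the 3 lines of a group came from separate transductions. If they did not, the p values leave out the spread between transductions. The differentially expressed genes were those past the paper's thresholds, an adjusted p value of 0.05 and an absolute log2 fold change of 0.58. A group with 3 counts or fewer in each library was treated as being at the detection floor, which is between 0.217 and 0.263 CPM at these depths and covers counting error only. The common biological coefficient of variation was 0.0515, and the first principal component of log2 CPM held 89.2% of the variance and separated the 2 groups. The libraries carry replicate numbers 1 to 3 in each group, and the deviations of same-numbered libraries from their group means had a mean correlation of -0.128 across genes, against 0.0644 for different-numbered libraries.

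GCNT1 (Entrez identifier 2650) lies on chromosome 9 of hg38 from 76393869 to 76507416, and its coding sequence of 1284 bp lies in 1 exon from 76502382 to 76503665. It encodes the glycosyltransferase that starts the core 2 branch of O-glycans. GCNT1 was counted 9, 13 and 8 times in the control libraries and 13, 16 and 35 times in the overexpressing libraries. Its TMM-normalized level was 0.812 ± 0.202 CPM (SD, n = 3) in controls and 1.59 ± 0.772 (SD, n = 3) with overexpression. The log2 fold change was 0.98 (standard error 0.37, adjusted p = 0.0362 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block it was 0.94 (adjusted p = 0.0461 from the same edgeR test with Benjamini-Hochberg adjustment). With each library left out in turn the log2 fold change ranged from 0.49 to 1.21 and the adjusted p stayed under the threshold in 3 of 6 fits. The lowest value, 0.49, was that without GCNT1 overexpression replicate 3. Under DESeq2 the log2 fold change was 0.98 with a Benjamini-Hochberg adjusted p of 0.0821, and over all alternatives the Benjamini-Hochberg adjusted p ran from 0.0110 to 0.269. The RFK gene overlaps GCNT1 on the opposite strand, and the 50 nearest analysed genes had a median log2 fold change of 0.30. In its supplement the paper also examines GCNT1 in PC3 overexpressing cells by real-time PCR, sandwich ELISA and immunocytochemistry.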

To further investigate the role of GCNT1 in prostate cancer cells, we used RNA-sequencing to search for gene expression pathways that change with upregulation of GCNT1. Bioinformatic analyses identified 2445 differentially expressed genes when GCNT1 is overexpressed in PC3 cells (adjusted p value < 0.05, Log_2_FC 0.58) (Fig. 4A and Supplementary Table 1) with enrichment in ‘cell adhesion’ and ‘cell communication’ biological processes (Fig. 4B) and downregulation in the ‘epithelial mesenchymal transition (EMT)’ hallmark signature (Fig. 4C). 

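The test called 2457 genes, 1052 with higher and 1405 with lower expression in GCNT1 overexpressing cells. Without the minimum on the fold change, 7314 genes had an adjusted p value under the threshold, 3593 of them higher and 3721 lower. This split depended on the scaling: with library size in place of TMM, 4290 genes were higher and 3144 lower. The paper's Supplementary Table 1 lists 2444 genes, 1047 higher and 1397 lower, of which 2428 were also called here. The log2 fold changes of all 2444 genes had the same sign in both analyses. With the replicate number as a block, 2423 genes were called, 2414 of which were also called without it. The alternative that moved the count most was a single test against a log2 fold change of 0.58 (edgeR's glmTreat), which called 1392 genes. With the log2 fold change taken relative to the median of the 50 nearest analysed genes, 1954 genes were past both thresholds. The adjusted p was kept from the comparison of the 2 groups, and no test was run against that median.

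Among the called genes whose groups did not overlap, edgeR's log2 fold change was among the highest in EPB41L3, WWC3, MBNL3 and MARCHF4 and lowest in TMEM98, GSPT2, EMB, BEND4 and STUM. For groups at 0 counts this order rests on the small count that edgeR adds, and the true order is not known. EPB41L3, on chromosome 18 from 5392386 to 5630663, was counted 1, 3 and 2 times in controls and 1017, 1155 and 1352 times with overexpression, at least 365-fold higher than the detection floor (adjusted p = 1.76e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rises were at least 144-fold for WWC3, 31.9-fold for MBNL3 and 22.0-fold for MARCHF4. TMEM98, on chromosome 17 from 32928153 to 32944315, was counted 881, 888 and 880 times in controls and 0 times in each overexpressing library, at least 313-fold lower (adjusted p = 4.71e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other falls, all to 0 counts in the 3 overexpressing libraries, were at least 176-fold for GSPT2, 102-fold for EMB, 71.7-fold for BEND4 and 58.7-fold for STUM. The 50 analysed genes nearest to EMB had a median log2 fold change of -0.59, and that median was between -0.20 and 0.17 for the others named here. Antisense genes overlap MARCHF4, MBNL3, WWC3, EPB41L3 and BEND4.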

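The term lists of the paper's gene ontology analysis were not used here. Genes of 6 families of adhesion and matrix proteins, taken by their symbols, were counted in their place. The paper had reported 'cell adhesion' terms from these same counts, so the choice of families was not independent of them. Of 89 integrin, cadherin, protocadherin, laminin, collagen and claudin genes, 42 were called (47.2%), against 19.3% of all 12703 genes (odds ratio 3.77, one-sided Fisher's exact test, p = 2.32e-09). Random lists of 89 genes matched on mean expression held a median of 23 called genes, and 0 of 10000 lists held as many as the families (permutation p = 0.0001, the smallest that 10000 lists allow). Lists matched on transcript length as well, an alternative chosen after the data were seen, held a median of 26. Of these, 0 of 10000 lists held as many called genes as the families (permutation p = 0.0001). With the replicate number as a block 41 family genes were called. Without the protocadherins, also an alternative chosen after the data were seen, 26 genes were called. That list is shorter by the 24 protocadherins, so its count does not compare with the medians for 89 genes.

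Protocadherins had 16 of 24 genes called (odds ratio 8.39, one-sided Fisher's exact test, p = 5.51e-07, Benjamini-Hochberg adjusted over the 6 families p = 3.31e-06). For integrins 8 of 16 genes were called (odds ratio 4.18, p = 0.00563 and adjusted p = 0.0159 in the same exact test), and for collagens 9 of 20 (odds ratio 3.42, p = 0.00793 and adjusted p = 0.0159 in the same exact test). Cadherins with 3 of 11, laminins with 3 of 10 and claudins with 3 of 8 did not stand apart from all genes (adjusted exact p = 0.361, 0.361 and 0.283). The called genes went both ways, 19 higher and 23 lower. With library size in place of TMM, the called integrins changed from 3 higher and 5 lower to 3 higher and 3 lower, the cadherins from 3 lower to 1 higher and 3 lower, and the laminins from 2 higher and 1 lower to 2 higher, while the split of the protocadherins, collagens and claudins was the same.

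The gene with the smallest p value of each family was ITGB4, CDH6, PCDHGB5, LAMB3, COL6A3 and CLDN15. ITGB4, on chromosome 17 from 75721459 to 75757818, fell from 575 ± 31.0 to 181 ± 7.75 CPM (SD, n = 3 each), a log2 fold change of -1.67 (standard error 0.05, adjusted p = 3.49e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LAMB3 rose from 32.0 ± 3.11 to 231 ± 9.08 CPM, a log2 fold change of 2.85 (standard error 0.07, adjusted p = 3.27e-12 from the same edgeR test with Benjamini-Hochberg adjustment). The log2 fold change was -2.69 for CDH6, -2.83 for COL6A3, 0.90 for CLDN15 and 4.51 for PCDHGB5, each with groups that did not overlap. The 50 nearest analysed genes had a median log2 fold change of -0.78 around CDH6 and -0.61 around COL6A3. PCDHGB5 shares its span with 22 other annotated genes of the same strand, and 9 of the 16 called protocadherins overlap another called one, so that their counts are uncertain. GALK1 overlaps ITGB4 on the opposite strand, and antisense genes also overlap CDH6 and PCDHGB5.

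**Figure D1:**
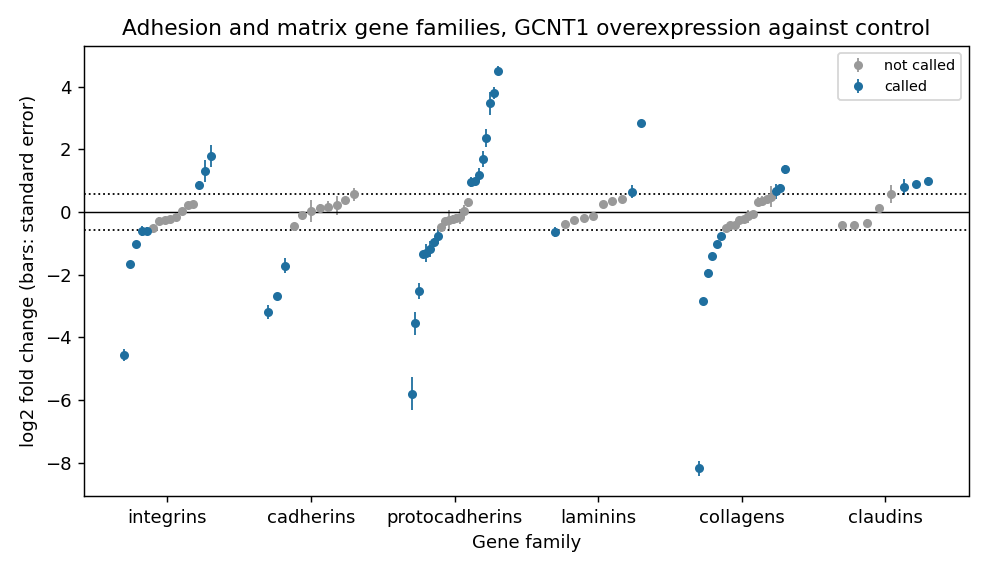
Log2 fold change between GCNT1 overexpressing and control PC3 cells (y axis) of each analysed gene of 6 adhesion and matrix gene families (x axis), with bars for the standard error, blue points for called genes, grey points for the others and dotted lines at a log2 fold change of 0.58 in either direction. Called genes lie on both sides of 0 in the protocadherins, integrins, laminins and collagens under TMM scaling, whereas with library size alone all called laminins were higher.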

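The EMT hallmark genes that the paper displays (Fig. 4D) number 53 and were chosen by the paper from these same counts. All 53 were among the genes analysed here and all had lower expression in GCNT1 overexpressing cells, with log2 fold changes from -8.48 to -0.31 and a median of -0.94. In each of them the 3 overexpressing libraries were lower than the 3 control libraries. Chance gives a full separation, in one direction or the other, in 10% of genes. As these genes were chosen for their fall, that rate is no benchmark for them. The largest adjusted p among the 53 was 0.000205 (TNC, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 53 genes, 40 were also past the fold change threshold, and the same number were called with the replicate number as a block. The alternative that moved this count most, at least 10 counts in every library, gave 36 genes. That filter leaves out DPYSL3, COL5A1, SPOCK1 and TNFRSF11B, which had fewer than 10 counts in each overexpressing library. These genes drop out because of their own fall, so the lower number does not show weaker calls.

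DPYSL3, on chromosome 5 from 147390808 to 147510068, was counted 1420, 1424 and 1297 times in controls and 3, 5 and 4 times with overexpression (log2 fold change -8.48, standard error 0.12, adjusted p = 2.40e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). COL5A1, on chromosome 9 from 134641803 to 134844843, was counted 300, 319 and 296 times in controls and 0, 1 and 2 times with overexpression, at least 108-fold lower. SPOCK1, on chromosome 5 from 136975298 to 137499326, was counted 245, 235 and 226 times in controls and 2 times in each overexpressing library, at least 83.2-fold lower. The 13 genes under the fold change threshold were IGFBP4, COL4A1, ENO2, FSTL1, CDH11, CAPG, COL4A2, COL5A2, DKK1, TNC, QSOX1, FERMT2 and COPA, from -0.50 for IGFBP4 to -0.31 for COPA. Antisense genes overlap DPYSL3, COL5A1, CDH6, COL4A1, FSTL1, CAPG, COL4A2, COL5A2, DKK1, TNC and FERMT2, and a gene of the same strand overlaps COL5A2. Of the 53 genes, 18 lie where the 50 nearest analysed genes had a median log2 fold change under -0.2, and 9 of the 53 lie on chromosome 5. Relative to that local median, 32 of the 40 called genes were past both thresholds, and so were FSTL1, TNC, ENO2 and COL4A1 of the other 13. Only the fold change was made relative here, while the adjusted p was that of the comparison between the groups.

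**Figure D2:**
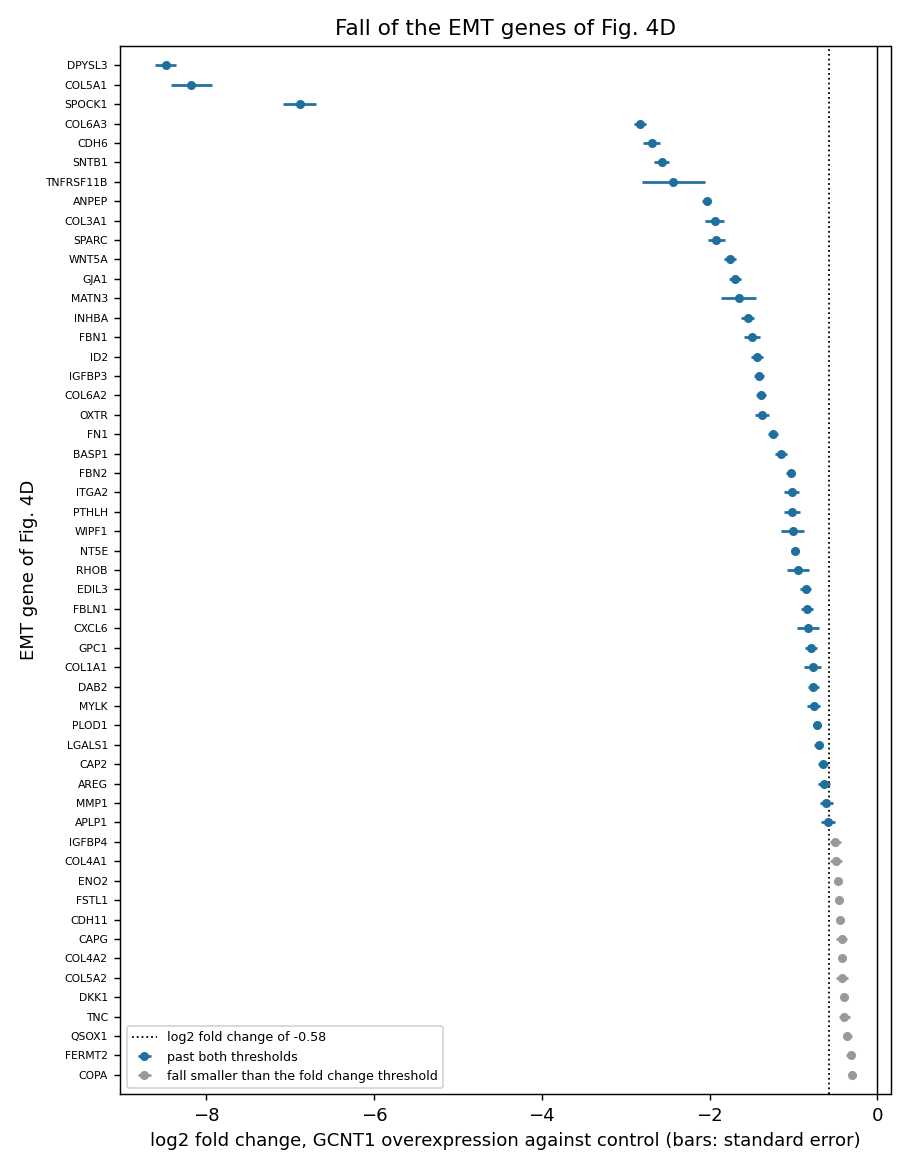
Log2 fold change between GCNT1 overexpressing and control PC3 cells (x axis) of the 53 EMT genes of Fig. 4D (y axis), with bars for the standard error. Blue points are the 40 genes past both thresholds, grey points the 13 genes whose fall is smaller than the fold change threshold (dotted line).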

Visualisation of significantly differentially expressed EMT hallmark genes in a heatmap confirmed that GCNT1 overexpression results in downregulation of the EMT pathway (Fig. 4D). Of particular interest in the EMT gene set, the *LGALS1* gene, which encodes Galectin-1 (a carbohydrate binding protein implicated in modulating cell–cell and cell–matrix interactions^46–53^), was significantly downregulated when GCNT1 is overexpressed (adjusted p value < 0.01, Log_2_FC − 0.7). 

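LGALS1 (Entrez identifier 3956) lies on chromosome 22 of hg38 from 37675636 to 37679802, with no other annotated protein-coding or long non-coding gene overlapping it. It was counted 8777, 8761 and 9004 times in the control libraries and 5543, 5707 and 6173 times in the GCNT1 overexpressing libraries. Its TMM-normalized level fell from 721 ± 35.4 CPM (SD, n = 3) to 444 ± 32.2 (SD, n = 3). The log2 fold change was -0.70 (standard error 0.06, adjusted p = 3.01e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was -0.70 with the replicate number as a block (standard error 0.06, adjusted p = 5.39e-06 from the same edgeR test with Benjamini-Hochberg adjustment). Leaving out each library in turn gave log2 fold changes between -0.76 and -0.65. The exact permutation test on 3 libraries against 3 cannot go below p = 0.10, the value reached when the groups do not overlap, as here. The 50 analysed genes nearest to LGALS1 had a median log2 fold change of -0.25, and relative to it LGALS1 fell by 0.45 on the log2 scale. That fall is smaller than the fold change threshold, so LGALS1 is among the called EMT genes not past both thresholds by this measure.

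**Figure D3:**
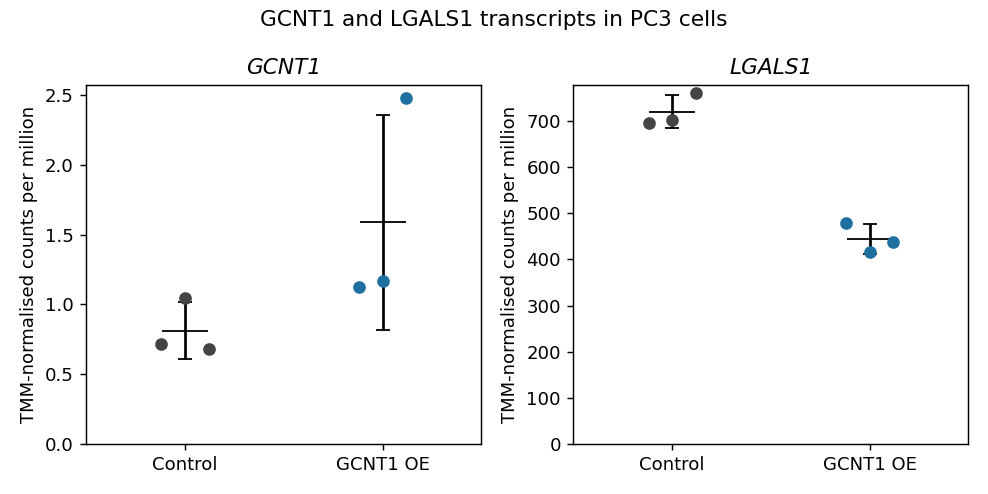
TMM-normalized CPM (y axis) of GCNT1 and LGALS1 in 3 control and 3 GCNT1 overexpressing PC3 libraries (points), with the mean (horizontal line) and SD (bars). For LGALS1 the overexpressing libraries lie between 415 and 479 and the controls between 697 and 762. For GCNT1 one overexpressing library lies at 2.48 and the other 5 libraries lie between 0.677 and 1.16.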

Validation at the protein level confirmed that upregulation of GCNT1 in prostate cancer cells promotes loss of Galectin-1 (Fig. 4E) and analysis of The Cancer Genome Atlas Prostate Adenocarcinoma (TCGA PRAD) cohort^31,35,36^ revealed a correlation between the *GCNT1* and *LGALS1* genes in clinical prostate cancer tissue (Fig. 4F). Our data also reveals potential links between GCNT1 and the alteration of several other pathways important in prostate cancer, including MEK signalling which is a therapeutic target for mCRPC^54^, ERBB2 signalling which is also believed to contribute to prostate cancer progression^55,56^, and altered KRAS signatures which are a major player in promoting and maintaining tumorigenesis^57^. 

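The gene signatures behind these pathways (Fig. 4C) were not analysed here. The transcripts of ERBB2, MAP2K1 and MAP2K2, the last 2 of which encode the kinases MEK1 and MEK2, changed by less than the fold change threshold. ERBB2, on chromosome 17 from 39688094 to 39728658, had 81.1 ± 4.56 CPM (SD, n = 3) in controls and 89.8 ± 4.00 (SD, n = 3) with GCNT1 overexpression (log2 fold change 0.15, standard error 0.06, adjusted p = 0.0524 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MAP2K1, on chromosome 15 from 66386912 to 66491544, had a log2 fold change of 0.07 (standard error 0.05, adjusted p = 0.252 in edgeR's test with Benjamini-Hochberg adjustment). For MAP2K2, on chromosome 19 from 4090321 to 4124122, it was -0.15 (standard error 0.07, adjusted p = 0.0856 in edgeR's test with Benjamini-Hochberg adjustment). With the replicate number as a block, edgeR's Benjamini-Hochberg adjusted p was 0.123 for ERBB2, 0.366 for MAP2K1 and 0.132 for MAP2K2. With library size in place of TMM, edgeR's Benjamini-Hochberg adjusted p was 0.00928 for ERBB2 (log2 fold change 0.20) and 0.0450 for MAP2K1 (log2 fold change 0.13). MAP2K2 without GCNT1 overexpression replicate 1 had a log2 fold change of -0.21 (adjusted p = 0.00668) in edgeR's test with Benjamini-Hochberg adjustment. The 50 analysed genes nearest to MAP2K1 had a median log2 fold change of 0.35. Antisense genes overlap ERBB2 and MAP2K1. Over all alternatives the Benjamini-Hochberg adjusted p ran from 0.00928 to 0.178 for ERBB2, from 0.0450 to 0.617 for MAP2K1 and from 0.00668 to 0.401 for MAP2K2.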

Together, these findings reveal GCNT1 overexpression can alter oncogenic gene expression pathways in prostate cancer that are important in disease progression.

**Figure 4:**
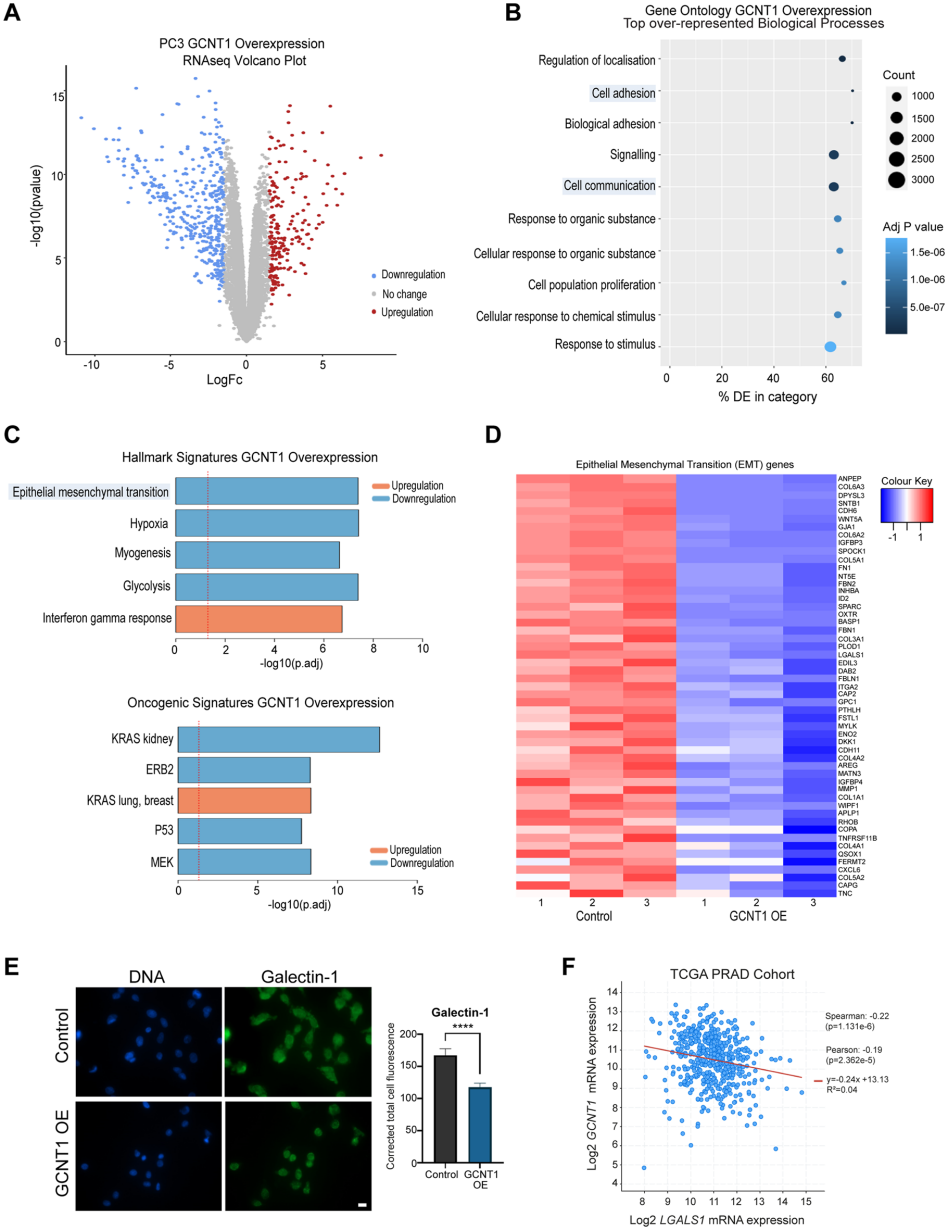
Upregulation of GCNT1 alters oncogenic gene expression pathways in prostate cancer cells. (**A**) RNA-seq analysis of PC3 cells with upregulated GCNT1 identified 2445 genes that are differentially expressed in response to GCNT1. (**B**) Gene Ontology analysis of genes regulated by GCNT1 shows an enrichment of genes with roles in ‘signalling’ and ‘cell communication’. (**C**) Ensemble Gene Set Enrichment Analysis of genes regulated by GCNT1 reveals downregulation in the ‘epithelial mesenchymal transition’ hallmark signature, and downregulation in ‘P53’ and ‘MEK’ oncogenic signatures. (**D**) Heatmap to illustrate 53 genes with roles in EMT that are significantly downregulated in GCNT1 overexpressing cells. (**E**) Validation at the protein level shows Galectin-1, which is encoded by the *LGALS1* gene, is downregulated when GCNT1 is overexpressed. (**F**) Analysis of the TCGA PRAD cohort (n = 493)^31,35,36^ shows a significant correlation between *GCNT1* and *LGALS1* mRNA levels in primary prostate cancer clinical tissue.

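With every library thinned at random to 11392213 counts, the total of the smallest library, 2434 genes were called, and 2367 of them were also called at full depth. Leaving out each library in turn gave between 2409 and 2511 called genes. Across the genes of Supplementary Table 1, the log2 fold changes of the paper and those computed here had a Pearson correlation of 0.994. From the differentially expressed genes, the ontology terms and signatures enriched among them, the lower expression of the EMT genes, the loss of Galectin-1 protein and the correlation of GCNT1 with LGALS1 in a tumour cohort, the paper concludes that GCNT1 overexpression can alter oncogenic gene expression pathways that matter in the progression of prostate cancer.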

## Discussion

In prostate cancer, aberrant glycosylation is closely linked to a malignant phenotype, but the mechanisms behind how altered glycosylation contributes to disease pathology are poorly understood. Here, we show that GCNT1, which encodes a key glycosyltransferase enzyme controlling *O*-glycan branching, is upregulated in aggressive prostate cancer tissue. In line with previous reports, our study shows that increased expression of GCNT1 promotes the growth of prostate tumours, and building on these findings we also reveal GCNT1 can increase cell adhesion. Furthermore, we find that upregulation of GCNT1 can alter the glycome of prostate cancer cells to increase levels of core 2 *O*-glycans and upregulate expression of sLe^X^, and can impact oncogenic gene expression patterns.

Previous studies show that upregulation of GCNT1 correlates with higher levels of core 2 *O*-sLe^X^ on PSA, PAP, and MUC1 proteins^22^, but how GCNT1 modifies global glycosylation in prostate cancer cells has not been studied. This study shows overexpression of GCNT1 in prostate cancer cells modifies cell surface glycosylation and leads to increased levels of core 2 *O*-glycan structures, including upregulation of the poly-*N*-acetyllactosamine chain (which serves as a scaffold for terminal modifications such as the tumour-associated glycan sLe^X^). We also find GCNT1 can upregulate the sLe^X^ structure, a Selectin ligand with a key role in metastasis^43–45,58,59^. Using site specific *O*-glycoproteomics, we identified 60 potential substrates for GCNT1 in the prostate cancer secretome. It is interesting to speculate that the role of GCNT1 in prostate cancer tumour growth and control of gene expression patterns could be due to some of its protein substrates’ roles or combined functions. Taken together, these studies provide insights into how upregulation of GCNT1 can modify the prostate cancer glycome, however additional studies will be needed to further identify and characterise the polypeptide substrates of GCNT1.

Several reports have correlated *GCNT1* expression in prostate cancer with aggressive disease, including recurrence after surgery^23^ and the spread of cancer cells outside of the prostate gland^21^. It has also been demonstrated that GCNT1 enhances the growth of orthotopic prostate tumours^29^. Consistent with previously published studies, the findings reported here also correlate *GCNT1* gene expression levels with more aggressive prostate cancer and show upregulation of GCNT1 increases the growth of prostate tumours. Our findings indicating upregulation of GCNT1 correlates with downregulation of the EMT hallmark pathway may provide insight into how GCNT1 can alter the adhesive properties of prostate cancer cells and potentially lead to a reduction in the seeding potential of prostate cancer cells during the metastatic process. Indeed, using an intra-cardiac injection model, we find that upregulation of GCNT1 in PC3 cells significantly reduces the number of metastatic tumours formed (p = 0.0295) (Supplementary Fig. 4). The complex biological process of EMT has been heralded as a key hallmark of cancer that confers metastatic properties upon cancer cells^60^. There is considerable evidence to suggest that the transition of epithelial cells to a mesenchymal state via EMT promotes an invasive phenotype that contributes to prostate cancer metastasis^61–63^. However, studies using pre-clinical models suggest the transition between epithelial and mesenchymal phenotypes represents a dynamic and complex set of events that play important roles in metastatic dissemination and colonisation^64^ and that the transient induction of EMT and the subsequent reversion to an epithelial phenotype (known as mesenchymal to epithelial transition or MET) may be necessary for the formation of overt metastasis^64–68^. Our findings indicating upregulation of GCNT1 correlates with downregulation of the EMT hallmark pathway may provide insight into how GCNT1 can alter the adhesive properties of prostate cancer cells and lead to a reduction in the seeding potential of prostate cancer cells during the metastatic process. Therefore, it is important to consider our data in the context of the complex and dynamic role EMT likely plays in aggressive prostate cancer.

Taken together, our findings reveal potential mechanisms to explain how upregulation of GCNT1 might contribute to the prostate cancer pathology, however further studies will be needed to further unpick the mechanisms involved. In particular, while the data presented here examines the role of GCNT1 in the formation of metastatic tumours by disseminated prostate tumour cells, to fully study the in vivo role of GCNT1 in prostate cancer metastasis it will be necessary to utilise a repertoire of mouse models encompassing different stages in the metastatic cascade. In addition, while the in vivo studies reported here were carried out using immunocompromised mouse models, moving forward, and as GCNT1 can upregulate sLe^X^ (a Selectin ligand linked to tumour metastasis which is recognised by endothelial cells and lymphocytes^43–45,58,59^), it will be also important to study the role of GCNT1 in prostate cancer metastasis in the context of a functional immune system.

## Methods

### RT-qPCR

RNA extraction, cDNA synthesis and real-time PCR were as described previously^34^.

### Clinical RNA cohorts

The clinical RNA samples shown in Fig. 1B were collected from Castle Hill Hospital (Cottingham, Hull) and used with ethical approval by the local Research Ethics Committee (Ethics Number: 07/H1304/121). Patients gave informed consent and all patient samples were anonymised. The clinical RNA samples shown in Fig. 1C and D were obtained via the Prostate Cancer Biorepository Network (PCBN). Our study was peer reviewed and approved by PCBN. Samples were prepared and stored using standard protocols and all patients gave informed consent. All methods were performed in accordance with the relevant guidelines and regulations.

### Cell culture and creation of stable cell lines

Cell culture and the cell lines used were as described previously^34^. The stable cell lines used in the study were created using lentiviral transduction. For knockdown of GCNT1 the following shRNA lentiviral particles were purchased from Santa Cruz (GCNT1 shRNA sc-92945-V and Control shRNA sc-108080). Transductions were carried out according to the manufacturer’s instructions using an MOI of 5. For overexpression of GCNT1 the following Lentifect Purified lentiviral particles were purchased from Tebu-Bio (GCNT1 LPP-Z6088-Lv242-050-S and Negative Control 217LPP-NEG-Lv242-025-C). Transductions were carried out according to the manufacturer’s instructions using an MOI of 5. For the metastasis study, PC3 cells were transduced with Firefly Luciferase Lentivirus (BPS Bioscience, 79692-H) at a MOI of 1 in media containing 5 µg/ml polybrene. Stable cell lines were selected with 200 μg/ml hygromycin, and then further selected for GCNT1 overexpression using the methods described above.

### Colony formation assays

Cells were plated at a density of 100 cells per 100 mm dish and maintained until colonies of more than 50 cells/colony had formed. Cells were fixed in 10% formalin for 10 min and stained with 0.5% crystal violet for 10 min at room temperature. Colony numbers were counted manually. Three biological repeats were conducted per cell line.

### Adhesion assays

Cell adhesion assays were performed using the Vybrant Cell Adhesion Assay Kit (Fisher, V-13181) using both collagen coated plates (Sigma, CC304) and fibronectin coated plates (Sigma, S3815). 50,000 cells per well were allowed to adhere for two hours and assays were performed as per the manufacturer’s instructions. Percentage adhesion was calculated by comparing the absorbance with that of an identical unwashed plate. Three biological repeats were conducted per cell line.

### Mouse models

#### CWR22RV1 tumour xenografts

Male NMRI mice (Charles Rivers) were inoculated at 8 weeks of age with 1 × 10^7^ CWR22RV1 cells with GCNT1 knockdown by unilateral subcutaneous injection into the flank. Cells were injected in a volume of 100 µL and Matrigel in a 1:1 mixture. Animals were weighed and tumour volumes monitored by caliper measurement three times a week until the first animal met a humane endpoint.

#### PC3 tumour xenografts

Male CD-1 Nude mice (Charles Rivers) were inoculated at 8 weeks of age with 1 × 10^7^ PC3 cells with GCNT1 overexpression. Cells were injected in a volume of 50 µL of cell culture media and Matrigel in a 1:1 mixture. Animals were weighed and tumour volumes monitored by caliper measurement three times a week until the first animal met a humane endpoint.

### PC3 tumour engraftment study

Six-week old male BALB/cAnNCrl immunocompromised (athymic nude) mice were purchased from Charles River (Kent, UK) and housed in a controlled environment in Optimice cages (Animal Care Systems, Colorado, USA) with a 12 h light/dark cycle at 22 °C with ad libitum water and 2018 Teklad Global 18% protein rodent diet containing 1.01% Calcium (Harlan Laboratories, UK). Mice were randomised into two groups to receive single-cell suspensions of 1 × 10^5^ PC3 (Control or GCNT1 OE) cells/100 μL PBS via injection into the left cardiac ventricle of mice (intracardiac injection). Tumour progression was monitored weekly based on bioluminescence using the in vivo imaging systems (IVIS, PerkinElmer, Cambridge, UK) for 6 weeks and the images were blinded for data analysis.

Mice were euthanized through exsanguination under general anaesthesia, followed by cervical dislocation. All procedures complied with the UK Animals (Scientific Procedures) Act 1986 and were reviewed and approved by the local Research Ethics Committees of the University of Sheffield under Home Office project licence (PP3267943). The animal research performed in this study is reported in accordance with ARRIVE guidelines.

### Immunofluorescence

Cells were cultured in Lab-Tek™II Chamber Slides (ThermoScientific, 154453) for 48 h. Cells were washed with PBS before permeabilization and fixation with ice-cold absolute methanol for 10 min at – 20 °C. Next, slides were washed with PBS and blocked with Carbo-Free™ Blocking solution (Vector Laboratories, SP-5040) for 1 h at room temperature. Slides were incubated overnight at 4 °C with FITC-conjugated LEA (Lectin from *Lycopersicon esculentum*, Sigma, L0401), RCA_120_ Fluorescein (*Ricinus Communis* Agglutinin 120, Vector Laboratories, FLK-2100), WGA fluorescein (Wheat Grain Agglutinin, Vector Laboratories, FLK-2100), ConA fluorescein (Concanavalin A, Vector Laboratories, FLK-2100), CoraLite^®^488-conjugated Galectin-1 Monoclonal antibody (Proteintech, CL488-60223) at 1:200, and Sialyl Lewis X (Alexa Fluor 647 Rat Anti-Human Cutaneous lymphocyte antigen, BD Pharmagen, 563533) at 1:100. Finally, slides were washed with PBS and stained with Hoechst (ThermoScientific, 62249) for 15 min at room temperature. Images were acquired and processed with the ZEISS Axio Imager 3 microscope. The fluorescent images were analysed using NIH ImageJ software^69^ (Version t1.51) by measuring the area, integrated density and mean grey value of one cell at a time (*n* = 50). The fluorescence intensity was calculated in Excel using the formula for corrected total cell fluorescence (CTCF) = integrated density – (area of selected cell × mean fluorescence of background readings).

### Mass spectrometry-based glycoproteomics

Cell pellets were lysed using 500 µL of 1.5% SDS lysis solution containing 1X protease inhibitors (Sigma Aldrich) followed by sonication using a Branson probe sonicator (Fisher Scientific). Conditioned cell media was concentrated to a final volume of 500 μL using 10 kDa 15 mL spin filters (Amicon). Protein concentration was quantified with using a standard BCA protein assay (Thermo Fisher Scientific) following the manufacturer’s protocol. 300 µg of proteins from the cell lysates and media were aliquoted out into a new 1.5 mL tube (Eppendorf). The sample volume was brought up to 100 µL using 50 mM ammonium bicarbonate (Sigma Aldrich) followed by vortexing for 15 s. Samples were incubated for 1 h at 65 °C with 10 mM Tris(2-carboxyethyl) phosphine hydrochloride (TCEP, Sigma Aldrich) to reduce the cysteine disulfide bonds. Then, thiolate groups on cysteines were alkylated with 15 mM of iodoacetamide (Across Organics) in the dark for 45 min at room temperature. Proteins were precipitated with 1 mL of cold acetone and stored at − 20 °C overnight. Precipitated proteins were pelleted down via centrifugation at 14,000*g* for 10 min at 4 °C and acetone was removed. Pelleted proteins were dried at room temperature and 50 µL of 50 mM ammonium bicarbonate. Proteins were digested with sequencing grade trypsin (Thermo Fisher Scientific) at a 1:30 enzyme to protein ration and incubated at 37 °C overnight without shaking.

Glycopeptides were enriched using the strong anion exchange and electrostatic repulsion hydrophilic interaction chromatography (SAX-ERLIC)^70,71^. SOLA SAX SPE (Thermo Fisher Scientific) columns were washed with 3 mL of acetonitrile with a flow rate 1 mL/min followed by 3 mL of 100 mM triethylammonium acetate in water, and 3 mL of 1% TFA in water. The column was equilibrated with 3 mL of 95% acetonitrile with 1% TFA in water. The organic solvent in the tryptic peptide solution was adjusted by adding 3 mL of 95% acetonitrile with 1% TFA in water. Samples were loaded on the SOLA-SAX SPE column and passed through with a flow rate of 0.5 mL/min. The SOLA-SAX SPE column was then washed with 6 mL of 95% acetonitrile 1% formic acid in water. Glycopeptides were eluted in a 2.0 mL Eppendorf vials by adding 850 µL aliquots of 50% acetonitrile 0.1% TFA in water twice, followed by another two 850 µL aliquots of 5% acetonitrile 0.1% TFA in water. The two glycopeptide fractions were concentrated, combined, and dried down using a speed vacuum (LabConco) prior to LC-MSMS analysis.

3 µL of the glycopeptides were loaded into a 20 µL sample loop using a Dionex Ultimate Rapid Separation liquid chromatography system (Thermo Fisher Scientific) and subsequently loading glycopeptides onto a C18 PepMap trap column (Thermo Fisher Scientific) at a flow rate of 5 µL/min for 10 min. A reversed phase liquid chromatography gradient consisting of mobile phase A (0.1% formic acid in water) and mobile phase B (0.1% formic acid in acetonitrile) was used to separate glycopeptides on a 25 cm long analytical column packed with BEH C18, 130 Å, and 1.7 µm particle size (Waters) encapsulated in a column heater (MSWILL) with a temperature set at 60 °C. Eluted peptides were subject to MS/MS analysis on an Orbitrap Eclipse Tribrid mass spectrometer (Themo Fisher Scientific). The gradient program was set to hold mobile phase B at 2% for the first 6 min, steadily ramped to 35% B over the next 80 min followed by an increase to 85% B over 5 min with a 5 min hold at a flow rate of 0.3 µL/min and a 15 min equilibration time. Each sample was analysed in triplicate. The MS program consisted of setting the cycle time at Top-speed at 1 s with an MS mass scan range of 450–2000 m/z and mass resolution of 50,000. The most abundant precursor ions were fragmented with Higher Energy Collisional Dissociation (HCD) with a collisional energy set to 38%. Dynamic exclusion was enabled for 60 s with a mass tolerance of 10 ppm and the normalized AGC target set to 100%. MS2 fragments were detected in the Orbitrap detector with mass scan range set to auto and a mass resolution of 30,000. The injection time set to custom with the maximum injection time of 54 ms. The raw data files were searched using Byonic v3.9.6 software against a focus protein database identified from the shotgun analysis from the same sample set (2020; 4419 entries) and a glycan database of 9 common O-glycans provided by Byonic software. The glycopeptide search included parameters of trypsin digestion with maximum two missed cleavages, MS1 precursor mass tolerance of 10 ppm, and fragment mass tolerance 0.5 Da with fixed cysteine carbamidomethylation, variable methionine oxidation and asparagine deamination. To further validate glycopeptide identifications, the following process was applied. Only glycopeptides with > 6 amino acids were retained. A theoretical MS/MS spectrum was generated for each of the remaining glycopeptides. Spectral matching was then performed so that peptides with 6–7, 8–16, and 17–20 amino acids needed to have 80, 70, and 50% sequence coverage in the measured MS/MS fragmentation spectra respectively to be considered for further analysis.

After aligning the chromatographic runs, quantitative data was extracted from the MS1 spectra of identified peptides using an R script based on the MSnbase package^72^. This approach allowed for the retrieval of precise measurements of peptide abundance. The area under the curve (AUC) of the extracted ion current (XIC) was calculated for all detected peptides, providing quantitative measurements. To analyse changes in protein abundance, the Generic Integration Algorithm was employed. This algorithm utilized the AUC values of the peptides to assess variations in protein expression between two groups: the GCNT1 overexpression group and the control DU145 group. Following a previously described approach^73^, all quantitative data was expressed as Z-scores at the protein or peptide level. Log2 ratios were calculated by comparing the AUC of peptides in the GCNT1 overexpression group with the control DU145 group, enabling the determination of fold changes in protein expression. The WSPP model was applied at the spectrum level to calculate the corresponding statistical weight. The weight was rescaled and standardized to a normal distribution N(0,1), facilitating comparisons and enabling the identification of statistically significant changes. Cumulative distribution plots were generated at each level (spectrum, peptide, and protein) to assess the validity of the null hypothesis and examine the statistical significance of observed differences. Initial analysis focused on unmodified peptides to determine variations at the scan, peptide, and protein levels, as well as changes in protein expression. Subsequently, glycan-containing peptides were included in the analysis to identify any peptides that deviated significantly from the behaviour of other non-modified peptides belonging to the same protein^73^. The final statistical comparison was performed using Student's t-test, with a significance level below 0.01 considered statistically significant. Only peptides meeting this criterion were selected for further analysis.

### RNA sequencing analysis

RNA sequencing data can be access on GEO repository (GSE224036). RNA was extracted from 3 PC3 cell lines with stable GCNT1 overexpression and 3 PC3 cell lines transduced with negative-control lentiviral particles. Samples were prepared with the Illumina TruSeq Stranded mRNA Library Prep Kit and sequenced using an Illumina NextSeq 500, giving 13 million 75 bp single reads per sample. All data analyses were performed in Galaxy version 22.01. Quality control was performed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and reads were trimmed with Cutadapt^74^. Reads were mapped to hg38 using HISAT2^75^ and quantified with featureCounts^76^. Differential gene expression analysis was performed using limma-voom^77^ and a volcano plot was generated with ggplot2^78^. Gene ontology (GO) analysis was performed with goseq^79^ applying a significance threshold of adjusted p value < 0.05 for differentially expressed genes. Gene Set Enrichment Analysis (GSEA) was performed with the package EGSEA^80^. Normalised count matrix values were used to create a heatmap with gplots^81^.

### Bioinformatic analysis of TCGA cohort

To compare *GCNT1* gene expression levels in normal prostate and prostate tumour tissue samples, data from The Cancer Genome Atlas Prostate Adenocarcinoma (TCGA PRAD) cohort was analysed using GEPIA^31,32^. To profile gene expression patterns in the TCGA PRAD cohort, RNA-Seq data from prostate tumours (n = 493) was analysed in cBioPortal^31,35,36^. Tumours were ranked by *GCNT1* expression levels to delineate two groups from the top and bottom quartiles. Group comparison of 124 tumours with high *GCNT1* expression vs 123 tumours with low *GCNT1* expression revealed 8110 differentially expressed genes (q-value < 0.05). Genes were pre-ranked using the t statistic and GSEA was performed using the fgsea^37^ package in Galaxy version 22.05. Annotated gene sets were obtained from the Molecular Signatures Database (MSigDB)^82,83^ and a bar chart was generated from fgsea data in R version 4.2.1^84^ with ggplot2.

### Supplementary Information

Supplementary Information.

## Data Availability

The data that support the findings of this study are openly available and can be accessed on GEO repository (GSE224036).

# Supplementary material for: The role of GCNT1 mediated O-glycosylation in aggressive prostate cancer
**Source:** Sci Rep. 2023 Oct 9;13:17031. doi: 10.1038/s41598-023-43019-8
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary Figure 1. Validation of prostate cancer stable cell line models with knockdown or overexpression of GCNT1.** (A) Real-time PCR analysis of *GCNT1* gene expression levels in LNCaP, CWR22RV1, PC3 and DU145 prostate cancer cells. (B) Real-time PCR and sandwich ELISA analysis of *GCNT1* mRNA and protein levels in CWR22Rv1 cells with shRNA mediated knockdown of *GCNT1*. (C) Real-time PCR and sandwich ELISA analysis of DU145 cells with upregulation of *GCNT1*. (D) Real-time PCR, sandwich ELISA, and immunocytochemistry analysis of PC3 cells with overexpression of *GCNT1*. For real time PCR, the expression levels of *GCNT1* mRNA is shown relative to the expression of three housekeeping genes, *GAPDH*,  $\beta$ -*tubulin*, and *actin*.

**Supplementary Figure 2.** Quantification of lectin and antibody immunofluorescence images from Figure 2.

**Supplementary Figure 3.** (A) WST-1 cell proliferation assays show knockdown of *GCNT1* in CWR22RV1 cells significantly reduces cell proliferation. Conversely, overexpression of *GCNT1* in PC3 cells significantly increases cell proliferation. (B) Overexpression and knockdown of *GCNT1* also alters prostate cancer cell colony formation.

**Supplementary Figure 4.** (A) Upregulation of *GCNT1* in PC3 cells significantly reduced the number of metastatic tumours formed following intra-cardiac injection ( $p=0.0295$ ).

**Supplementary Table 1:** List of differentially expressed genes in PC3 prostate cancer cells with upregulation of *GCNT1*

Supplementary Figure 1  
Validation of GCNT1 knockdown and overexpressing stable cell lines

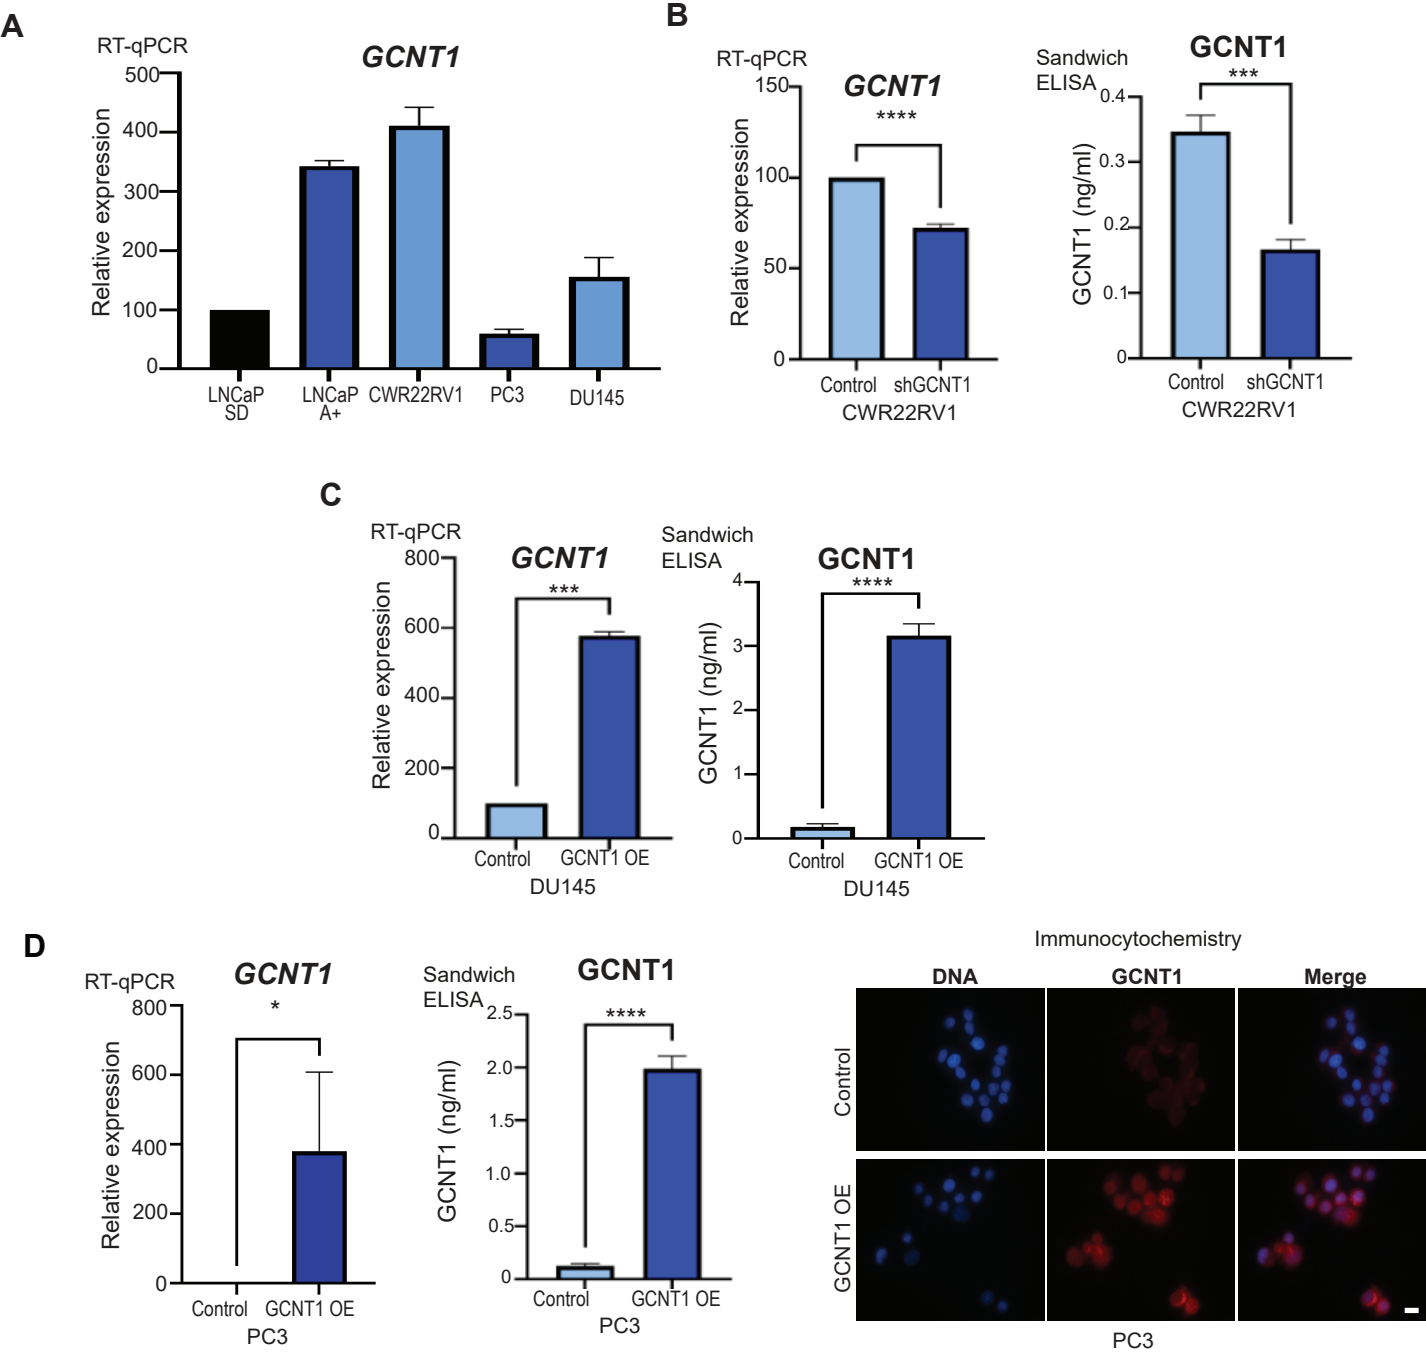

Supplementary Figure 2  
Quantification of lectin and antibody immunofluorescence assays

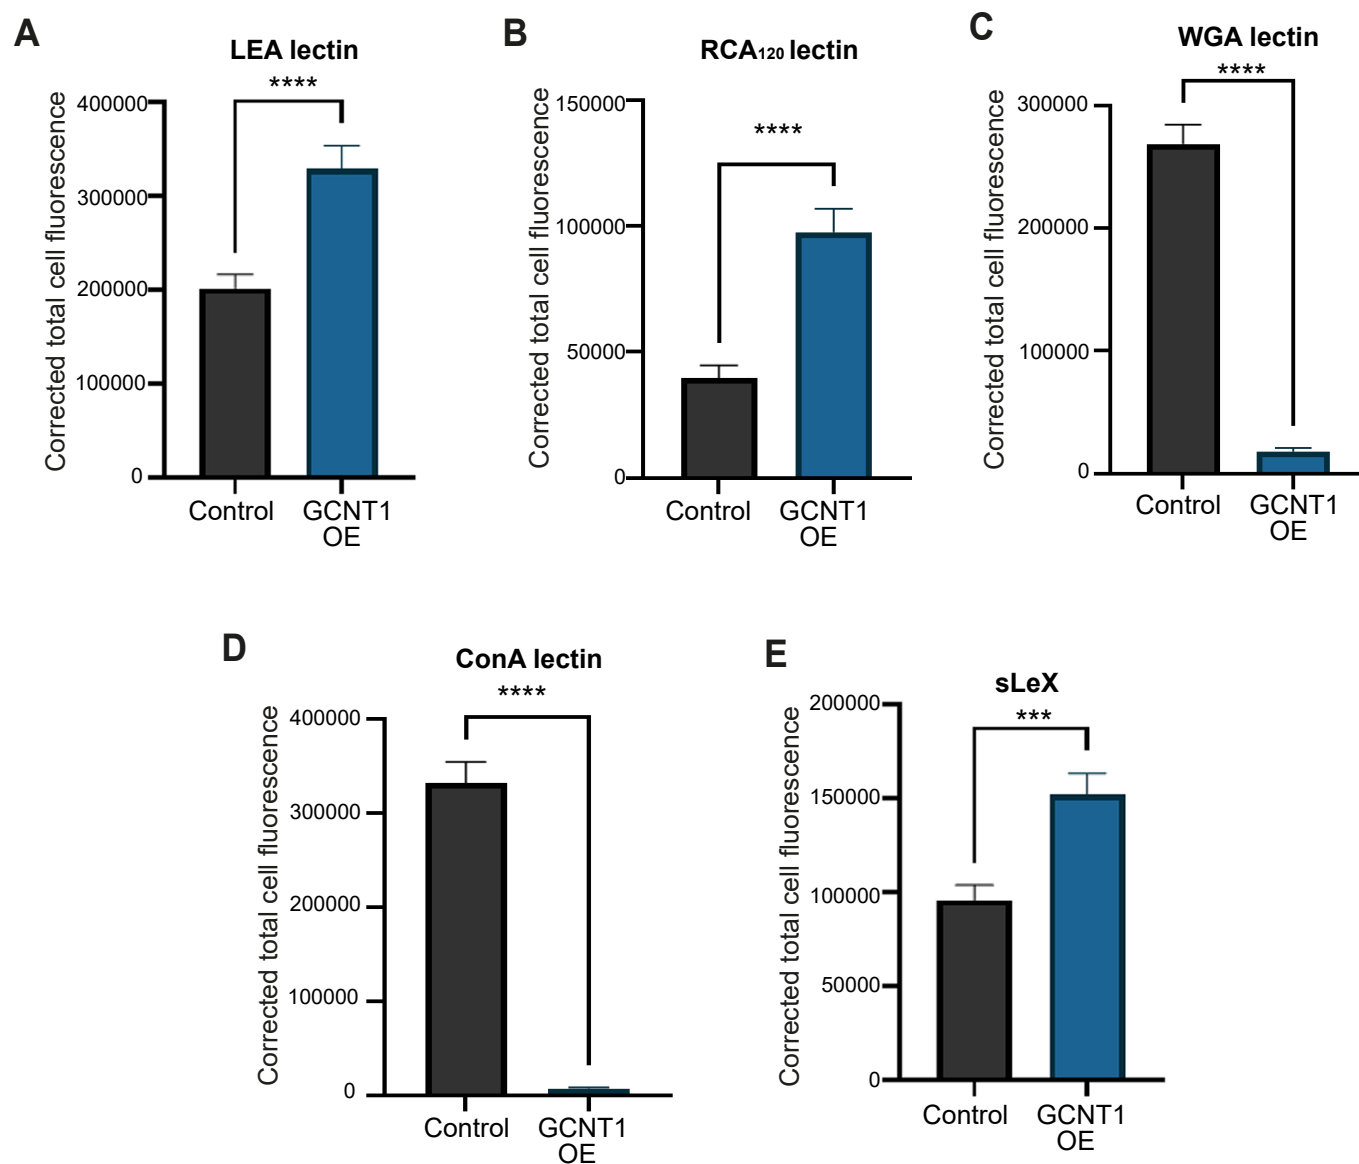

Supplementary Figure 3  
GCNT1 promotes prostate cancer cell proliferation in vitro

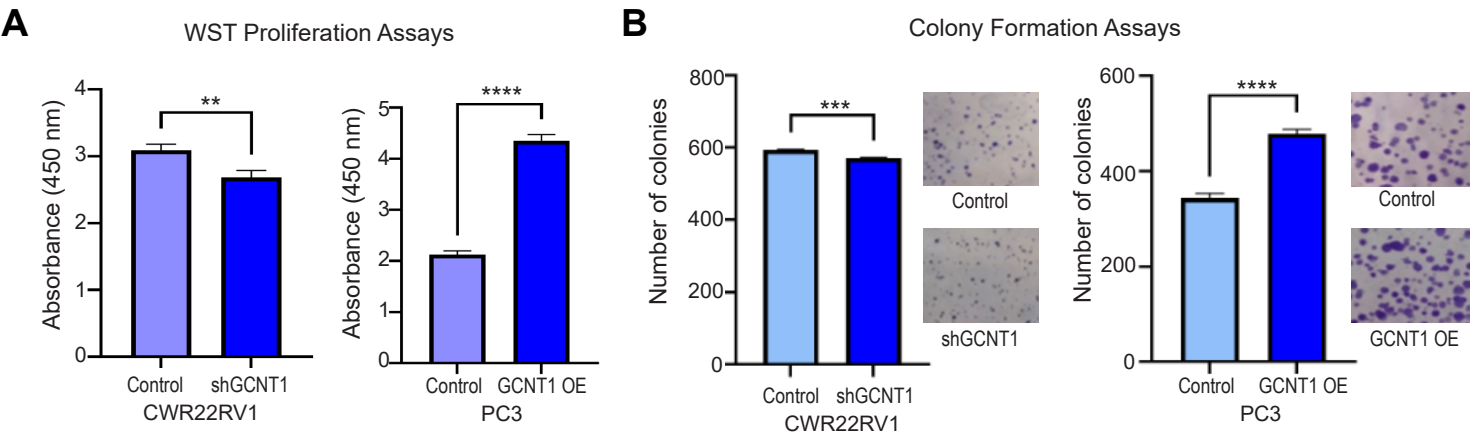

Supplementary Figure 4  
Intra-cardiac injection study suggests upregulation of GCNT1 reduces the seeding potential of PC3 prostate cancer cells

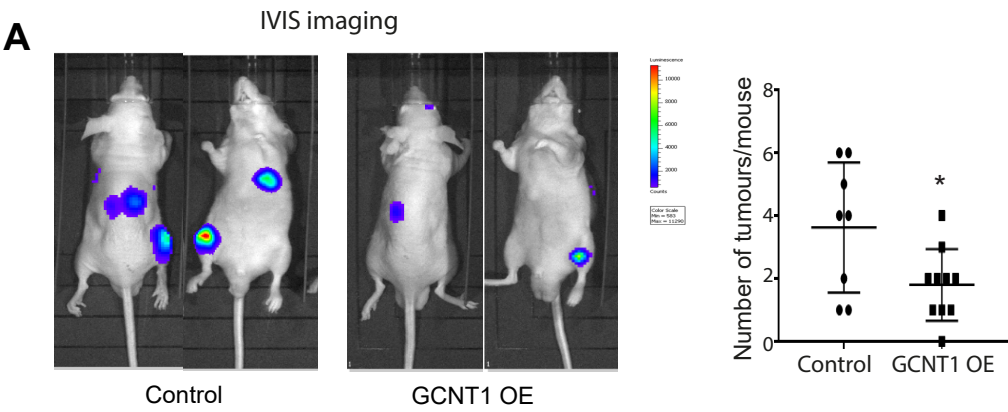

**TableS1:** List of differentially expressed genes in PC3 cells with upregulation of GCNT1

| ENTREZID | SYMBOL    | logFC   | AveExpr  | t        | P.Value  | adj.P.Val | B       |
|----------|-----------|---------|----------|----------|----------|-----------|---------|
| 55959    | SULF2     | -3.3604 | 7.09012  | -53.78   | 1.85E-16 | 2.35E-12  | 28.2813 |
| 4642     | MYO1D     | -7.2701 | 4.86978  | -48.3787 | 7.12E-16 | 4.44E-12  | 25.06   |
| 4747     | NEFL      | -2.4423 | 6.92021  | -46.9298 | 1.05E-15 | 4.44E-12  | 26.5863 |
| 3339     | HSPG2     | -3.1981 | 7.06358  | -44.2787 | 2.20E-15 | 6.98E-12  | 25.8488 |
| 6482     | ST3GAL1   | -2.0432 | 8.44341  | -41.2402 | 5.43E-15 | 1.18E-11  | 24.8885 |
| 5950     | RBP4      | -4.5656 | 4.26406  | -40.88   | 6.07E-15 | 1.18E-11  | 24.1343 |
| 55304    | SPTLC3    | -4.4744 | 4.95892  | -40.663  | 6.49E-15 | 1.18E-11  | 24.4694 |
| 3914     | LAMB3     | 2.85073 | 6.42342  | 40.06294 | 7.84E-15 | 1.19E-11  | 24.5785 |
| 2321     | FLT1      | 5.50806 | 4.16823  | 39.83073 | 8.44E-15 | 1.19E-11  | 23.3875 |
| 290      | ANPEP     | -2.0348 | 7.84072  | -38.4256 | 1.33E-14 | 1.69E-11  | 23.9863 |
| 6879     | TAF7      | 2.74067 | 5.11857  | 37.59776 | 1.76E-14 | 2.03E-11  | 23.7327 |
| 222663   | SCUBE3    | -5.5387 | 3.58309  | -36.3444 | 2.70E-14 | 2.86E-11  | 22.076  |
| 1293     | COL6A3    | -2.8264 | 5.33788  | -35.3196 | 3.88E-14 | 3.75E-11  | 22.9765 |
| 26022    | TMEM98    | -10.879 | 0.72913  | -35.1444 | 4.13E-14 | 3.75E-11  | 18.0291 |
| 140828   | LINC00261 | -2.0296 | 7.58539  | -34.373  | 5.47E-14 | 4.63E-11  | 22.5368 |
| 3625     | INHBB     | -1.8283 | 8.05289  | -33.4349 | 7.77E-14 | 6.16E-11  | 22.1432 |
| 399979   | SNX19     | 2.75712 | 4.76552  | 33.27693 | 8.25E-14 | 6.16E-11  | 22.1993 |
| 3691     | ITGB4     | -1.668  | 8.33258  | -32.0942 | 1.30E-13 | 9.20E-11  | 21.5853 |
| 645369   | TMEM200C  | -1.9479 | 5.70609  | -31.7479 | 1.50E-13 | 1.00E-10  | 21.6103 |
| 1809     | DPYSL3    | -8.3716 | 2.62337  | -31.3509 | 1.75E-13 | 1.11E-10  | 18.3402 |
| 23708    | GSPT2     | -10.051 | 0.31482  | -31.1833 | 1.88E-13 | 1.14E-10  | 17.3823 |
| 3936     | LCP1      | -6.9493 | 2.59778  | -30.4804 | 2.50E-13 | 1.45E-10  | 18.9304 |
| 3488     | IGFBP5    | 1.48616 | 7.65357  | 30.05967 | 2.98E-13 | 1.55E-10  | 20.7589 |
| 157638   | LRATD2    | -6.9099 | 3.12461  | -29.8885 | 3.21E-13 | 1.55E-10  | 19.3122 |
| 6778     | STAT6     | 4.98562 | 3.17458  | 29.85973 | 3.25E-13 | 1.55E-10  | 20.004  |
| 50486    | GOS2      | 3.73146 | 5.6055   | 30.38227 | 3.27E-13 | 1.55E-10  | 20.8627 |
| 56172    | ANKH      | -2.9576 | 4.30902  | -29.8216 | 3.30E-13 | 1.55E-10  | 20.8099 |
| 6649     | SOD3      | -2.4016 | 6.33399  | -29.4936 | 3.79E-13 | 1.72E-10  | 20.6198 |
| 134111   | UBE2QL1   | -1.9866 | 5.8936   | -29.3402 | 4.05E-13 | 1.72E-10  | 20.5773 |
| 1469     | CST1      | -2.7694 | 5.27032  | -29.3387 | 4.05E-13 | 1.72E-10  | 20.6303 |
| 55783    | CMTR2     | 2.9968  | 4.20792  | 29.05383 | 4.58E-13 | 1.88E-10  | 20.4692 |
| 10550    | ARL6IP5   | 1.58726 | 6.58434  | 28.51631 | 5.80E-13 | 2.30E-10  | 20.1437 |
| 9715     | FAM131B   | -1.7894 | 6.48943  | -28.3856 | 6.15E-13 | 2.37E-10  | 20.0917 |
| 54704    | PDP1      | 1.66628 | 6.37122  | 28.23612 | 6.57E-13 | 2.46E-10  | 20.0339 |
| 133418   | EMB       | -9.2551 | -0.08233 | -27.8585 | 7.79E-13 | 2.83E-10  | 16.6824 |
| 25791    | NGEF      | -1.5479 | 6.5122   | -27.7037 | 8.35E-13 | 2.93E-10  | 19.7654 |
| 389206   | BEND4     | -8.7584 | -0.33175 | -27.6574 | 8.53E-13 | 2.93E-10  | 16.6119 |
| 55258    | THNSL2    | -8.4266 | -0.49672 | -27.5891 | 8.80E-13 | 2.94E-10  | 16.5744 |
| 22948    | CCT5      | -1.2196 | 8.88625  | -27.4738 | 9.28E-13 | 3.02E-10  | 19.488  |
| 8638     | OASL      | 2.08567 | 5.10578  | 27.263   | 1.02E-12 | 3.25E-10  | 19.6908 |
| 4651     | MYO10     | -1.3805 | 7.31544  | -27.0734 | 1.12E-12 | 3.46E-10  | 19.3944 |
| 6563     | SLC14A1   | -2.0563 | 4.84483  | -26.9384 | 1.19E-12 | 3.60E-10  | 19.549  |
| 8613     | PLPP3     | -1.5354 | 6.42282  | -26.6862 | 1.34E-12 | 3.95E-10  | 19.2812 |
| 5865     | RAB3B     | 2.43458 | 4.57933  | 26.09452 | 1.77E-12 | 5.12E-10  | 19.1635 |
| 8673     | VAMP8     | 2.22756 | 4.45903  | 25.89515 | 1.95E-12 | 5.52E-10  | 19.068  |
| 1756     | DMD       | -3.8793 | 2.95222  | -25.6383 | 2.21E-12 | 6.12E-10  | 18.5966 |
| 6781     | STC1      | -5.5629 | 2.69034  | -25.5678 | 2.29E-12 | 6.19E-10  | 18.029  |

|           |              |         |          |          |           |           |          |
|-----------|--------------|---------|----------|----------|-----------|-----------|----------|
| 101928673 | PRDX6-AS1    | 0.62892 | 1.30888  | 2.774354 | 0.0159833 | 0.0301642 | -3.86289 |
| 1308      | COL17A1      | 0.66228 | 0.68017  | 2.774138 | 0.0159898 | 0.0301722 | -3.70463 |
| 100616668 | TPTE2P5      | -0.5902 | 1.02539  | -2.75275 | 0.0166529 | 0.0312331 | -3.83365 |
| 1608      | DGKG         | -0.6769 | 2.03324  | -2.75207 | 0.0166747 | 0.0312648 | -4.10921 |
| 25999     | CLIP3        | 0.82523 | 0.28198  | 2.736749 | 0.0171668 | 0.032055  | -3.67811 |
| 6948      | TCN2         | 0.59478 | 1.27619  | 2.727766 | 0.017462  | 0.0325535 | -3.94079 |
| 3953      | LEPR         | -0.6686 | 0.57874  | -2.70173 | 0.0183459 | 0.0339275 | -3.81607 |
| 7051      | TGM1         | 0.87061 | -0.00999 | 2.69989  | 0.0184101 | 0.0340263 | -3.68041 |
| 728621    | CCDC30       | -0.7358 | 0.66794  | -2.69704 | 0.0185099 | 0.034186  | -3.84463 |
| 100130733 | LRRC70       | -0.9308 | -0.04231 | -2.67952 | 0.0191347 | 0.035166  | -3.7128  |
| 9628      | RGS6         | -0.7125 | 0.0332   | -2.67608 | 0.0192597 | 0.0353754 | -3.7384  |
| 400932    | LINC00898    | -0.8275 | 0.54263  | -2.67546 | 0.0192823 | 0.0354117 | -3.85255 |
| 100133234 | SBF1P1       | 0.67493 | 0.39021  | 2.672496 | 0.0193907 | 0.0355852 | -3.82213 |
| 222643    | UNC5CL       | 0.69595 | 0.7467   | 2.66805  | 0.0195546 | 0.0358445 | -3.91444 |
| 101928578 | RAP2C-AS1    | 0.63237 | 1.0193   | 2.664729 | 0.019678  | 0.0360602 | -3.98932 |
| 2921      | CXCL3        | 0.78692 | 0.01984  | 2.664323 | 0.0196931 | 0.0360827 | -3.75253 |
| 339456    | TMEM52       | -0.5884 | 1.56816  | -2.6556  | 0.0200207 | 0.0365985 | -4.15629 |
| 146429    | SLC22A31     | -0.6985 | 0.3481   | -2.65341 | 0.0201038 | 0.0367293 | -3.8498  |
| 442582    | STAG3L2      | 0.67601 | 1.62847  | 2.640469 | 0.020602  | 0.0375585 | -4.19498 |
| 100507250 | LOC100507250 | 0.85978 | 0.01844  | 2.63555  | 0.0207945 | 0.0378442 | -3.80258 |
| 100506606 | LOC100506606 | 0.82142 | 0.12706  | 2.631176 | 0.0209671 | 0.0380875 | -3.83498 |
| 101060200 | ZNF891       | 0.88503 | 0.0579   | 2.628831 | 0.0210603 | 0.0382074 | -3.82305 |
| 84222     | TMEM191A     | -0.8414 | 0.35522  | -2.62705 | 0.0211313 | 0.0383145 | -3.89658 |
| 116039    | OSR2         | -0.5923 | 0.97114  | -2.61697 | 0.0215374 | 0.0389613 | -4.06802 |
| 2306      | FOXD2        | -0.9591 | 0.12457  | -2.61185 | 0.0217465 | 0.0392841 | -3.87081 |
| 25806     | VAX2         | -0.899  | -0.24963 | -2.60936 | 0.0218493 | 0.0394417 | -3.79551 |
| 80763     | SPX          | 0.80953 | 0.00071  | 2.604655 | 0.022044  | 0.0397594 | -3.85556 |
| 729020    | RPEL1        | -0.6239 | 0.77937  | -2.60215 | 0.0221483 | 0.0399247 | -4.04629 |
| 4092      | SMAD7        | -0.6426 | 0.45197  | -2.59625 | 0.0223965 | 0.0402922 | -3.97809 |
| 201294    | UNC13D       | 0.68129 | 0.29408  | 2.574819 | 0.0233198 | 0.0417698 | -3.97675 |
| 728039    | SSR4P1       | 0.77684 | 0.43659  | 2.571712 | 0.0234567 | 0.0419677 | -4.01317 |
| 100144602 | EPHA5-AS1    | -0.7318 | 0.9274   | -2.57157 | 0.0234628 | 0.0419727 | -4.13727 |
| 100750247 | HIF1A-AS2    | 0.70353 | 0.31742  | 2.568949 | 0.0235791 | 0.042151  | -3.99237 |
| 100996702 | LINC01356    | -0.7385 | 0.35769  | -2.56709 | 0.0236618 | 0.0422751 | -4.0076  |
| 3233      | HOXD4        | 0.61669 | 0.62862  | 2.562526 | 0.023866  | 0.042592  | -4.07811 |
| 202020    | TAPT1-AS1    | -0.7451 | 0.32985  | -2.55777 | 0.0240808 | 0.0428971 | -4.01765 |
| 8605      | PLA2G4C      | 0.63155 | 0.61526  | 2.557644 | 0.0240864 | 0.042901  | -4.0832  |
| 28984     | RGCC         | 0.76278 | 0.49053  | 2.541775 | 0.0248164 | 0.0439669 | -4.08023 |
| 100506990 | LOC100506990 | 0.74278 | 0.1796   | 2.537308 | 0.0250257 | 0.0442933 | -4.01689 |
| 79917     | MAGIX        | 0.70197 | 0.32822  | 2.514198 | 0.0261362 | 0.0460356 | -4.09269 |
| 101243545 | LINC02067    | 0.73852 | 0.06372  | 2.513632 | 0.026164  | 0.0460718 | -4.03299 |
| 57615     | ZNF492       | 0.78176 | 0.43105  | 2.510091 | 0.0263385 | 0.0463154 | -4.12215 |
| 201191    | SAMD14       | 0.6095  | 0.75626  | 2.503801 | 0.0266512 | 0.046787  | -4.21449 |
| 154791    | FMC1         | 0.58723 | 0.58401  | 2.502892 | 0.0266967 | 0.0468345 | -4.1749  |
| 158401    | SHOC1        | 0.74208 | 0.376    | 2.498655 | 0.0269098 | 0.0471366 | -4.13093 |
| 51750     | RTEL1        | -0.7498 | 0.52219  | -2.49471 | 0.0271095 | 0.0474341 | -4.17545 |
| 2650      | GCNT1        | 0.87999 | 0.17547  | 2.49103  | 0.0272973 | 0.047743  | -4.09598 |
| 9235      | IL32         | 0.69409 | 0.67524  | 2.47379  | 0.0281933 | 0.049067  | -4.24633 |

How the deposited data were processed for this re-analysis (not part of the article)

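RNA from 3 PC3 lines with stable GCNT1 overexpression and 3 PC3 lines with negative-control lentivirus was sequenced by the authors. They prepared stranded mRNA libraries, sequenced single reads of 75 bp, trimmed them with Cutadapt, mapped them to hg38 with HISAT2 and counted them on genes with featureCounts in Galaxy 22.01. The authors deposited raw read counts per gene, one column per library, without normalization and without pooling of replicates. The paper's text does not name the gene annotation, the rule for leaving out genes with low counts, or whether the counting used strand. Every one of the 12703 genes had at least 1.01 CPM in its 3 highest libraries, so the counts had passed a filter of about that size. The authors tested these counts with limma-voom.

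The groups and replicate numbers were taken from the sample labels and from the paper's methods, and all 6 columns were used. Total counts were 12125672 to 12755888 per control library (median 12717300) and 11392213 to 13825704 per overexpressing library (median 13411484). At these depths a gene with 3 counts, the floor used here, had between 0.217 and 0.263 CPM, and the floor covers counting error only. Libraries of the same group differed from one another by more than sampling noise, with a chi-square per degree of freedom between 1.65 and 5.65. Each was counted as 1 sample, although this does not show that the 3 lines of a group arose independently. The numbers 1 to 3 of the labels gave the pairing of the replicate block.

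The counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr, TMM factors, a quasi-likelihood fit of the 2 groups and Benjamini-Hochberg adjustment over 12703 genes. filterByExpr kept every gene. Genes were called at an adjusted p of 0.05 and an absolute log2 fold change of 0.58, the thresholds of the paper. Named genes were set by a rule: the genes the paper names in its RNA sequencing results, the 5 largest rises and the 5 largest falls among called genes whose groups did not overlap, the 5 largest falls and every uncalled gene of Fig. 4D, the called gene with the smallest p in each adhesion family, and the called O-glycan enzymes. Part of what this rule and the gene lists give is not reported here. The adhesion families were picked by symbol and compared with all genes by a one-sided Fisher's exact test and with 10000 random lists matched on mean expression. Gene lists written from general knowledge were tested with camera of limma 3.58.1 at its preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. After the first list result was seen, the matching of older gene symbols was corrected, which took the interferon list to 31 genes and the O-glycan list to 32.

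The alternatives were limma-voom with robust estimation, DESeq2 1.42.0, RLE factors, library size alone, no filter, a filter at 0.5 CPM in 3 libraries, a filter at 10 counts in every library, the replicate block, glmTreat, and each library left out in turn. Gene lists were also tested with fry, with an estimated inter-gene correlation, with the replicate block and with library size alone. These choices, the design, the gene lists and families and the rule for named genes were made before the data were examined, with the paper already read. The paper reports enriched terms and called genes from these same counts. The tests of families and lists are therefore not independent of its results. All 10 splits of the 6 libraries into 3 and 3 were fitted in the same way.

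Gene positions are those of hg38, and overlaps with other genes were taken from GENCODE 44. For 12643 genes placed on chromosomes 1 to 22 and X, medians of log2 fold changes were taken over windows of 50 genes and compared with 10000 shuffles of the genes, in Python 3.11.15. A local median was taken over the 50 nearest analysed genes of each gene, 25 on each side where the chromosome allowed it. Coding sequences were matched to hg38, including its 261 alternative sequences, with minimap2 2.31. This match was first run without base-level alignment, which gave approximate identities, and was rerun with it.

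The tests were run on simulated counts with known answers. Among 12671 simulated genes, 200 of them changed, edgeR recovered 98% of the changed genes with 1.01% false calls, limma-voom 98% with 1.51% and DESeq2 96% with 0.518%. For camera, 8 of 100 null lists drawn from 12703 simulated genes had a p under 0.05. In these simulations far fewer genes changed than in the data, in random directions and all past the fold change threshold. The simulated genes also varied independently of one another. The rates therefore do not carry over to the calls and list p values here. For the window test 6 of 100 null simulations of 12643 genes and for the test of neighbouring pairs 2 of 100 had a p under 0.05, and all 20 simulations with an effect did so in each. The gene ontology and signature collections of the paper, and its protein, cell and tumour data, were not analysed here.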

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

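The tests of neighbouring genes, of depth and of single libraries were chosen only after these genes were seen, and so were the alternatives under which they were counted.

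In 94 genes every GCNT1 overexpressing library was at or below the floor of 3 counts while the gene was called lower, and in 20 genes every control library was at or below the floor while the gene was called higher. They drew attention because the paper does not discuss them as a set, although COL5A1 and SPOCK1 are among the genes of Fig. 4D. Of the 94 genes, 34 had 0 counts in all 3 overexpressing libraries, and of the 20 genes 1 had 0 counts in all 3 control libraries. A full separation of 3 libraries from 3 arises by chance in 10% of genes, but these genes were picked for such a separation, so that rate is no benchmark. Over the alternatives the number ranged from 94 to 107 for genes lost with overexpression and from 20 to 26 for genes gained, but the raw counts that define them do not change with test or scaling, and leaving out a library could add genes to the floor, so this range says little. The filter at 10 counts in every library removes all of them.

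Low depth was weighed first. The mean control count of the 94 genes had a median of 42.5 and ran from 14.7 to 883, so that 0 to 3 counts in 3 libraries of similar depth is outside counting error for most of them; the limit of 30 for this test was set after the counts were seen, and genes near the low end were not tested separately. For the 20 genes the mean count with overexpression had a median of 29.2.

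A deletion or the silencing of a segment that holds neighbouring genes may account for part of the pattern. Among the 94 genes, 3 pairs were direct neighbours without overlapping, THRB with RARB on chromosome 3, SEMA5A with SNHG18 on chromosome 5 and TMEM98 with ASIC2 on chromosome 17, against a mean of 0.656 pairs in 10000 random sets of the same control expression (permutation p = 0.0297). These pairs hold 6 of the 94 genes and were named after their values were seen. MYO1D, also named after its values were seen, lies next to TMEM98 from 32492522 to 32877124 and was counted 4708, 4462 and 4203 times in controls and 28, 37 and 27 times with overexpression. Deletion and silencing of a shared segment would look the same in these counts.

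The cell lines of 1 group could also have drifted apart (separately drifting cell lines). Within the groups, 9 genes were at the floor in 1 library and at 12 counts or more in both others, against 114 genes at the floor in all libraries of 1 group and at 12 or more in all of the other. At a minimum of 30 counts, chosen after 12 had given 9, the numbers were 0 and 65. This shows that the loss and gain of expression is mostly shared by the 3 libraries of a group, but it has no bearing on whether the 2 transduced populations differed for reasons other than GCNT1, such as the cells that survived transduction and selection. The paper's text does not state whether the 3 lines of a group came from separate transductions. The pattern therefore cannot be told apart from a divergence of the 2 populations, and an effect of GCNT1 on these genes remains a hypothesis.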

How the results depend on the processing

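The alternatives that leave out the protocadherins or match random lists on length, and those for the genes lost or gained, were chosen after the data were seen. Over the alternatives other than glmTreat the genes under the adjusted p threshold numbered 6318 to 7434 and the EMT genes called 36 to 40, and LGALS1 was called lower (log2 fold change -0.76 to -0.64). The genes lost or gained are set by their raw counts, so these alternatives could hardly move their numbers. The differentially expressed genes numbered between 1980 and 2513, apart from 1392 with glmTreat, which tests against a log2 fold change of 0.58; all 1392 were among the 2457. Leaving out each library in turn gave 2409 to 2511 genes. The filters other than 10 counts in every library keep the same 12703 genes and cannot move any result. The filter at 10 counts called 1980 genes. It gives no value for GCNT1, the genes lost or gained, or the EMT genes DPYSL3 and TNFRSF11B. Library size alone called 1283 genes higher and 1230 lower (49.0% lower against 57.2%).

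With the replicate number as a block, 2423 genes were called, 40 EMT genes and 41 adhesion genes, with GCNT1 at 0.94 and LGALS1 at -0.70. The deviations of same-numbered libraries from their group means had a mean correlation of -0.128 (from -0.273 to -0.0024) across genes, so the numbers do not show a shared pairing.

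GCNT1 lost significance with DESeq2 (log2 fold change 0.98, adjusted p = 0.0821) and in 3 of the 6 fits that each left out 1 library, whose log2 fold changes ran from 0.49 (without GCNT1 overexpression replicate 3) to 1.21; its adjusted p ran from 0.0110 to 0.269 over all alternatives. The size of the rise thus depends on GCNT1 overexpression replicate 3, which has 35 counts against 13 and 16. The cause was not tested. The adhesion families held 26 called genes without the protocadherins, whose 16 called genes make the difference, 39 to 41 when 1 library was left out, 38 with DESeq2 and 31 with the filter at 10 counts.

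For the gene lists the estimated inter-gene correlation took the adjusted p to 0.158 for cell cycle G2M, 0.233 for interferon response, 0.228 for hypoxia and 0.462 for glycolysis, all of which passed in camera with its preset correlation. The fry rotation test, which tests the shift of a list on its own and not against the other genes, took it to 0.00159 for epithelial markers, 0.00141 for MEK output, 5.19e-05 for O-glycan enzymes and 0.00163 for 1 other list. The mesenchymal markers, at an adjusted p of 0.988, changed sign under fry (0.00141), the replicate block (0.866), library size alone (0.959) and in 4 fits that left out 1 library (0.897 to 0.997 over the 6 such fits). The cause was not tested in these lists.

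Of the 47 other named genes, 42 kept their direction and side of the threshold in every fit that gave a value. ERBB2, MAP2K1 and MAP2K2 each became significant in 1 fit.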

Differences from the paper's values

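The values for which the paper gives a number, the differentially expressed genes in total and by direction, the EMT genes, and the log2 fold changes of LGALS1 and GCNT1, did not differ from the paper's by more than the limits used. The paper's text gives 2445 differentially expressed genes and its Supplementary Table 1 lists 2444, against 2457 here. With glmTreat, an alternative set before the data were examined, 1392 genes were called, which is more than 1.5 times fewer than the paper's 2445; the other alternatives gave 1980 to 2513.

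The paper displays 53 EMT genes as significantly differentially expressed, and 40 of them passed both thresholds here. All 53 had an adjusted p under the threshold when no fold change was required, and 40 of them are in the paper's Supplementary Table 1. The log2 fold change of the other 13 stayed above a fall of 0.58 in each alternative fit, with COL4A1 nearest at -0.57 when 1 library was left out. Relative to the median of the 50 nearest genes, a measure chosen after seeing the values, FSTL1 (-0.69), TNC (-0.66), ENO2 (-0.65) and COL4A1 (-0.63) were past both thresholds. Their adjusted p values were those of the comparison between the groups, as no test was run against that median.

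Among other signatures, the paper describes the EMT hallmark signature and the MEK oncogenic signature as downregulated. The gene lists used here are shorter and are not those signatures. The mean log2 fold change was -0.27 and the median -0.02 for the 21 mesenchymal markers, 11 of which were lower (10 under library size alone), with a camera adjusted p of 0.988; they were -0.12 and 0.01 for the 16 MEK output genes, 8 of which were lower (5 under library size alone), with an adjusted p of 0.521. The fry rotation test, set before the data were examined, called the mesenchymal markers lower with an adjusted p of 0.00141, and gave 0.00141 for the MEK output genes, but it gave 0.00163 or lower for every list. In camera both lists had the direction up.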

Other observations

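The tests chosen only after the result was seen are those on GCNT1, on single members and scaling of the gene lists, on the other splits of the libraries for results other than the number of differentially expressed genes, on values relative to neighbouring genes, on windows within a group, on the protocadherins and on housekeeping genes of the HLA region.

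Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many differentially expressed genes, as many genes under the adjusted p threshold, as many EMT genes and as many adhesion genes. The other 9 of all 10 splits, 6 of which part only 1 such pair, gave 0 genes in each of these counts, with 15 to 453 genes at an unadjusted p under 0.05 against 7910 for the real split. The share cannot fall below 1 of 4 splits, or 1 of all 10, whatever the data, so by this share alone the number of genes cannot be told apart from a chance division of the lines. Thinning every library to 11392213 counts left 2434 called genes, 2367 of them the same genes, so depth does not account for the number. Across genes, which are not independent replicates, Spearman's rho of the log2 fold change was 0.0111 with transcript GC content and -0.0495 with transcript length.

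The log2 fold changes were shifted together along parts of chromosomes. Over 240 windows of 50 neighbouring genes the variance of the medians was 10.7 times that of shuffled genes (permutation p = 0.0001, the smallest that 10000 shuffles allow), and 10.8 times after a loess adjustment for GC content. The window with the lowest median, -1.08, spans chromosome 5 from 196868 to 17276834, where 50 of 50 genes were lower; the highest, 0.76, spans chromosome 10 from 130088 to 15374554, where 45 of 50 were higher. In all, 78 of the 240 windows had a median beyond 0.2 in either direction. A candidate explanation is a difference in copy number between the 2 cell populations. Windows of a library against the other 2 of its own group varied by at most 9.86% of the variance between the groups, so that the shifts were mostly shared by the libraries of a group; they were above shuffled genes there too. DNA was not measured, and a coordinated change in expression of chromosome segments would look the same, so the 2 cannot be told apart.

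Relative to the median of the 50 nearest genes, 1954 genes were past both thresholds, 1761 of them among the 2437 called genes with a position, and 676 called genes were lost. Only the fold change was made relative, with the adjusted p kept from the comparison between the groups, so no test was run against that median. Of the called genes 42.2% lie where that median is beyond 0.2, against 32.2% of all genes with a position. A copy number difference over such stretches could thus account for part of the differentially expressed genes; changes of shorter segments were not tested this way. Of the 40 called EMT genes 32 were kept, and of the 42 called adhesion genes 39 were kept. LGALS1, at -0.45 relative to that median, was among the EMT genes not kept.

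GCNT1, the overexpressed gene, was among the genes with the lowest counts, 8 to 35 per library. The paper's supplement reports real-time PCR, sandwich ELISA and immunocytochemistry of GCNT1 in PC3 overexpressing cells. Those data were not analysed here, and these counts do not measure the protein. The TMM-normalized log2 fold change was 0.98, so library size does not account for the higher counts. A mislabelled single library is not seen in the first principal component, which held 89.2% of the variance and separated the groups; an exchange of the labels of the whole groups would not be seen there. The coding sequence had 0 other matches in hg38 at 98% identity or more over 90% or more of its length, the best being 83.2% identical, so that reads shared with a copy are unlikely to account for the low counts. The 50 nearest genes had a median log2 fold change of 0.30, under that of GCNT1 by more than its standard error of 0.37, so that a copy number difference may account for part of the rise. Whether transcripts from the vector were counted on the gene was not tested.

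The EMT genes of Fig. 4D were selected by the paper for their change in these data. A list of mesenchymal markers written from general knowledge, 2 of which (FN1 and SPARC) are in Fig. 4D, had a camera adjusted p of 0.988 with the direction up, a mean log2 fold change of -0.27, a median of -0.02 and 11 of 21 genes lower (10 of 21 under library size alone). This is consistent with the common fall of the 53 genes being in part a result of their selection, with a range of the adjusted p of 0.00141 to 0.997 over the alternatives. The lowest value is that of the fry rotation test, which tests the shift of a list on its own and not against the other genes; it called this list lower and had an adjusted p of 0.00163 or lower for every list.

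Among the gene lists written from general knowledge, camera called cell cycle G2M lower (24 of 24 genes lower, mean log2 fold change -0.74, adjusted p = 3.78e-10), interferon response higher (3 of 31 genes lower, mean 0.89, adjusted p = 1.23e-07), hypoxia lower (24 of 27 lower, mean -0.62, adjusted p = 1.13e-06) and glycolysis lower (14 of 19 lower, mean -0.34, adjusted p = 0.00273). In the paper GCNT1 overexpression in PC3 cells raised proliferation (Supplementary Fig. 3), while the G2M genes were lower here. For each of the 4 lists 1 of the 4 splits that part all same-numbered pairs, the real one, gave a p as small. Over all 10 splits 2 did so for interferon response. The unadjusted camera p was under 0.05 in 9 of the 9 other splits for G2M, 8 for interferon response, 8 for hypoxia and 5 for glycolysis. Each of these splits still sets 2 libraries of a group against 1 and so holds part of the difference between the groups, and what such p values owe to variation between single libraries was not tested. With the inter-gene correlation estimated the adjusted p was 0.158 to 0.462 for the 4 lists. On this test, whose share cannot fall below 1 of 4, the pattern cannot be told apart from a chance division of the lines. Without the 5 members that moved most, the camera p was 3.33e-06 for interferon response and 6.41e-09 for G2M. The G2M mean was -0.68 under library size alone. Relative to the 50 nearest genes the means were -0.71 for G2M and 0.90 for interferon response. MX1 (log2 fold change 3.62) and CCNB1 (-1.10), members named after their values were seen, show the size of the change.

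The epithelial markers (12 of 16 lower, mean -0.21, adjusted p = 0.175) and the O-glycan enzymes (16 of 32 lower, 15 under library size alone, mean -0.32, adjusted p = 0.695) were not past the threshold in camera. Of the O-glycan enzymes 7 were called: GCNT1 and GCNT3 (log2 fold change 1.91) higher, and GALNT12, GALNT5, CHST2 (-2.93), ST3GAL1 (-2.04) and ST6GALNAC2 (-1.44) lower. GALNT12 was at least 17.1-fold and GALNT5 at least 6.45-fold lower, with 3 counts or fewer in each overexpressing library. ST3GAL1 had 707 ± 18.5 CPM in controls and 172 ± 10.0 with overexpression (SD, n = 3 each).

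Protocadherins were called in both directions, 8 higher and 8 lower under TMM and under library size alone. Of the 16 called genes 13 lie on chromosome 5, and 9 overlap another called protocadherin, so that reads shared within the gene cluster could have been counted on more than 1 gene or on the wrong one. Which variants changed cannot be told apart from this.

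Of the 141 protein-coding genes on chromosome 6 between 29 and 33 Mb, the HLA region, 5 were among the genes analysed here (3.55%, against 61.3% of all protein-coding genes). Of 19 genes of the region that every cell uses, from a list written with knowledge of the genes analysed, 17 were not among them, so low expression is unlikely to be the reason. Reads that match both the chromosome and the alternative sequences of hg38 are a candidate explanation. Outside chromosome 6, 40 of 533 genes with a copy at 99% identity or more over 90% of their length on an alternative sequence were among those analysed (7.50%), against 11157 of 17628 genes without one (63.3%; Fisher's exact test, p = 3.5e-158). In the region 134 of the 141 genes have such a copy. Whether the authors' reference held these sequences was not tested. HLA-B, called lower, lies in this region and its call is uncertain.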
